# B cells require DOCK8 to elicit and integrate T cell help when antigen is limiting

**DOI:** 10.1126/sciimmunol.add4874

**Published:** 2024-08-09

**Authors:** Mukta Deobagkar-Lele, Greg Crawford, Tanya L. Crockford, Jennifer Back, Rose Hodgson, Aneesha Bhandari, Katherine R Bull, Richard J. Cornall

## Abstract

Dedicator of cytokinesis 8 (DOCK8) immunodeficiency syndrome is characterized by a failure of the germinal center response, a process involving the proliferation and positive selection of antigen-specific B cells. Here, we describe how DOCK8-deficient B cells are blocked at a light-zone checkpoint in the germinal centers of immunized mice, where they are unable to respond to T cell–dependent survival and selection signals, and consequently differentiate into plasma cells or memory B cells. Although DOCK8-deficient B cells can acquire and present antigen to initiate activation of cognate T cells, integrin upregulation, B–T cell conjugate formation, and costimulation are insufficient for sustained B and T cell activation when antigen availability is limited. Our findings provide an explanation for the failure of the humoral response in DOCK8 immunodeficiency syndrome and insight into how the level of available antigen modulates B–T cell cross-talk to fine-tune humoral immune responses and immunological memory.

## Introduction

The germinal center (GC) is a transient and complex microstructure in secondary lymphoid organs and an important site for the development of an effective humoral response. However, the factors that underpin GC initiation, maintenance and dissolution are incompletely understood. In humans, loss-of-function mutations in dedicator of cytokinesis 8 (*DOCK8*) result in a rare, autosomal recessive primary immunodeficiency, with recurrent infections, higher prevalence of allergies and cancers, elevated IgE, and a lack of long-term immune memory (1). Although multiple pathogenic mechanisms contribute to the complex disease phenotype, the inability of DOCK8-deficient B cells to persist in GCs can explain the absence of humoral memory (2–6). Understanding how DOCK8 sustains GC B cells can provide insights into how robust immune responses are generated and maintained in health and disease.

An effective GC reaction requires the coordinated recruitment, selection, and differentiation of B cells and is exquisitely sensitive to any perturbations within this multimodal complex. Upon antigen encounter, naïve B cells are recruited into the GC, where they undergo multiple cycles of proliferation, receptor editing, and somatic hypermutation in the dark zone (DZ). They then compete for antigen and for selection signals from follicular dendritic cells (FDCs) and follicular helper T (T_FH_) cells within the light zone (LZ) (7–10). Although impaired signaling downstream of B cell receptor (BCR) and Toll-like receptor (TLR) engagement have been reported in DOCK8 deficiency (11, 12), the reason for the loss of antigen-activated GC B cells is not known.

Competition for T cell help within the GC is a dynamic process with multiple short and long-lasting GC B–T_FH_ cell interactions that determine survival and affinity maturation (13–15). Integrins and SLAM (signaling lymphocyte activation molecule) family receptors mediate antigen acquisition and cognate B–T cell interactions within the GC (16–18). Although B cell recruitment into the GC and immunoglobulin class switching are intact, DOCK8 modulates the affinity maturation of GC B cells and is required for the recruitment of LFA1–ICAM1 to the BCR immune synapse (2). However, it is unclear whether the loss of DOCK8 compromises the ability of GC B cells to collect antigen from FDCs and interact with T_FH_ cells in the LZ, processes that are critical for GC B cells to avoid deletion from the repertoire and to integrate survival signals for selection into plasma cell (PC) or memory B cell pools, or for re-entry, survival, and proliferation in the DZ (19–23).

To address these questions, we examined the role of DOCK8 within the GC and in naïve primary B cells using the *N*-ethyl-*N*-nitrosourea (ENU)–mutant DOCK8-null *Dock8*^cpm/cpm^ mice (2, 3, 5). We found that B cell–intrinsic DOCK8 sustains the mutual activation of B and T cells when antigen is limited, by fine-tuning the availability of and response to T cell help. These findings have implications for our understanding of how low levels of antigen in the GC create conditions for the selection and affinity maturation of antigen-specific B cells.

## Results

### BCL2 partially rescues DOCK8-deficient germinal center B cells

Studying the role of DOCK8 in GC function is complicated by the almost complete absence of DOCK8-deficient GC B cells. To test for a survival defect in an antigen-specific manner, we crossed the *Dock8*^cpm/cpm^ MD4 mice that carry the anti-hen egg lysozyme (HEL) Ig transgene (2, 24), with mice expressing the B cell–restricted BCL2 transgene (BCL2.Tg) (25).

Following adoptive transfer of CD45.1^+^ and CD45.2^+^ B cell mixtures, and immunization with sheep red blood cells conjugated to HEL (SRBC-HEL), CD45.2^+^ *Dock8*^cpm/cpm^ MD4 B cells were almost entirely absent from the GC on day 8 (Fig. 1, A to C). CD45.1^+^ and CD45.2^+^ *Dock8*^wt/wt^ MD4 B cells contributed to the GC in the same ratio as input (Fig. 1B). By contrast, BCL2.Tg CD45.2^+^ *Dock8*^wt/wt^ GC B cells had a significant competitive advantage, although BCL2 only partially rescued CD45.2^+^ *Dock8*^cpm/cpm^ GC B cells (Fig. 1, B and C). To assess the persistence of DOCK8-deficient B cells, we analyzed their status both within and outside the GC on days 3, 7, and 14 post-immunization. Although DOCK8-deficient BCL2.Tg MD4 B cells survived in the non-GC B cell compartment over this period and were recruited into the early GC by day 3, they did not persist in the GC over time (Fig. 1, D and E). We confirmed the predominantly GC localization of *Dock8*^wt/wt^ and *Dock8*^cpm/cpm^ BCL2.Tg GFP^+^ MD4 B cells by histological analysis of spleen samples from immunized mice on day 8 (fig. S3, C and D). Thus, DOCK8-deficient B cells require both BCL2-dependent and BCL2-independent signals for survival in the GC.

### DOCK8-deficient germinal center B cells accumulate at a light-zone checkpoint

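The single-cell experiment used 6 recipient mice, 3 per group, whose splenic B cells were taken on day 8 after immunization. Each recipient held a mixture of transferred MD4 B cells, which carry a transgenic receptor for hen egg lysozyme (HEL). The CD45.1+ cells of the mixture were *Dock8* wt/wt in both groups. The CD45.2+ cells also carried a BCL2 transgene (BCL2.Tg) and were either *Dock8* wt/wt or *Dock8* cpm/cpm, the second homozygous for an ENU-induced mutation that the paper describes as DOCK8-null. The cells of each mouse were stained with 1 of 6 hashtag antibodies, whose DNA barcode is sequenced with the cell's mRNA, before they were sorted into CD45.1+ and CD45.2+ fractions. Each fraction gave 1 mRNA library and 1 hashtag library on the droplet-based 10X Genomics platform, so that the 6 mice shared every library. The authors aligned the reads to mm10 (GRCm38) and deposited the number of unique molecular identifiers (UMIs) per gene and cell barcode and the number of hashtag counts per barcode, both without normalization. Their hashtag table names the mouse and the group of each hashtag.
Cells were kept when their hashtag counts assigned them to a single mouse and when they passed the paper's filter on mitochondrial counts and genes detected. Among CD45.2+ cells this left 2007, 2607 and 1672 cells of the mice labelled *Dock8* wt/wt and 57, 44 and 101 cells of the mice labelled *Dock8* cpm/cpm. Those cells carried 15747848, 18036775 and 14589433 UMIs in the first group and 370136, 342465 and 700331 in the second. Median UMIs per CD45.2+ cell were 6605, 5903 and 7438 against 5847, 6665 and 5573, and the groups overlapped in this depth. The CD45.1+ cells numbered 395, 519 and 947 in the mice labelled *Dock8* wt/wt, with 2437857, 3155878 and 7020373 UMIs, and 496, 339 and 508 in the mice labelled *Dock8* cpm/cpm, with 2673717, 2365275 and 2852280 UMIs. Percentages of CD45.2+ cells in the mice labelled *Dock8* cpm/cpm therefore rest on 202 cells in all. Assigning each cell to its highest hashtag where that had at least 3 times the counts of the next, a rule chosen after the hashtag counts were seen, raised this to 870 cells.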

We harnessed the partial rescue of BCL2.Tg *Dock8*^cpm/cpm^ GC B cells to investigate the B cell–intrinsic role of DOCK8 within the GC by sequencing hashtag-labeled HEL/HyHEL9^+^(HEL^+^)CD95^+^CD45.1^+^ *Dock8*^wt/wt^ (WT) and HEL^+^CD95^+^CD45.2^+^ BCL2.Tg *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ MD4 GC B cells on a 10X scRNASeq platform (fig. S1A).

The integrated and filtered single-cell dataset consisted of 15,917 GC B cells with distinct G1 and S/G2M cell-cycle phases (fig. S1B). These were consistent with the predominantly resting and proliferative states of cells with LZ and DZ signatures, respectively (fig. S1D). 

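With hashtag singlets and the paper's filter, 9692 cells were kept, of which 6488 were CD45.2+ and 3204 were CD45.1+. Phases were called with 43 S-phase and 54 G2M genes, the lists built into Seurat in mouse spelling. Every cell was first thinned to 2000 UMIs so that depth did not set the call, and 131 CD45.2+ cells of the mice labelled *Dock8* wt/wt and 4 of those labelled *Dock8* cpm/cpm fell below that depth. Of the CD45.2+ cells of the mice labelled *Dock8* wt/wt, 64.4% ± 5.87 (SD, n = 3 mice) were in G1, 19.2% ± 1.50 in S and 16.4% ± 4.39 in G2M. The mice labelled *Dock8* cpm/cpm had 57.4% ± 3.30 (SD, n = 3) in G1, 21.4% ± 5.88 in S and 21.2% ± 7.25 in G2M. The groups overlapped in every phase, with p = 0.3 for G1, 0.8 for S and 0.3 for G2M in two-sided exact permutation tests, whose smallest p with 3 mice against 3 is 0.1. Without thinning, G1 took 70.9% and 67.1%. The G1 difference moved most under the 3-fold hashtag rule, from -7.03 points to 1.09. Among CD45.1+ cells G1 held 63.4% ± 6.91 (SD, n = 3) in the mice labelled *Dock8* wt/wt and 59.7% ± 4.48 (SD, n = 3) in those labelled *Dock8* cpm/cpm (two-sided exact permutation test, p = 0.6), with 61 and 59 cells left out for their depth.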

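In the DZ clusters, 1.57% ± 0.446 (SD, n = 3 mice) of CD45.2+ cells were called G1 in the mice labelled *Dock8* wt/wt and 2.38% ± 4.12 (SD, n = 3) in those labelled *Dock8* cpm/cpm. In LZ1 to LZ4 the G1 share was 76.7% ± 1.89 (SD, n = 3) and 75.7% ± 8.69 (SD, n = 3). In every mouse of either group the LZ share was above the DZ share. At n = 3 the DZ values of the mice labelled *Dock8* cpm/cpm rest on 14, 11 and 20 cells. The DZ clusters were led by *Hist1h2ap* and *Top2a*, by *Cdca7* and *Mcm3*, and by *Cdc20* and *Cenpf*, and *Top2a*, *Cdc20* and *Cenpf* are also phase genes, so cluster and phase rest in part on the same counts.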

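Clustering of the kept CD45.1+ and CD45.2+ cells at a Louvain resolution of 0.1 gave 6 clusters. Their content was read from the classes that a finer clustering at resolution 0.9 assigned to the same cells. The first held 3720 cells, of which 47.3% were early GC or activated cells and 43.1% Activated/Memory cells. The second held 2506 cells, 61.4% of them LZ2 to LZ4 and 38.3% DZ. The next clusters held 2158 and 990 cells, of which 100% were PC/PB and 99.5% DZ cells. The smallest clusters were LZtoPrePC/Memory, with 211 cells, and T cells, with 107. At resolution 0.9 the T cell cluster had 9 markers of the study's T cell list, such as *Trbc2*, *Cd3g* and *Cd3d*, among the 10 genes that lead it.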

Using classical GC B cell markers and comparing differentially expressed genes (DEGs) with published data sets, we identified six clusters: T cells, PCs, and DZ, LZ_1, LZ_2, and early GC/activated/memory-like (E/A/M) B cells (fig. S1, E to G). Pseudotime analysis suggested two trajectories: first from the E/A/M cluster through the LZ to DZ and back to the LZ cluster, and second from the E/A/M cluster to the LZ and PC clusters. (fig. S1, C and E).

Unsupervised clustering at a higher resolution identified 19 unique clusters with distinct transcriptional profiles including four PC/plasmablast (PB), four DZ, and five LZ clusters (Fig. 2, A and B; fig. S1H; and data S1). 

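At resolution 0.9 the deposited counts gave 16 clusters. Each was named by the list of Data S1 that shared most genes with the 50 genes highest in that cluster over the others, a rule set after the clusters were seen. The Data S1 lists were chosen by the study on these same libraries. There were 5 PC/PB clusters, of which those named PC2 held 1061, 432 and 180 cells, PC1 254 and CyclingPC/PB 231. DZ1, DZ2 and DZ3 held 752, 855 and 339 cells. Activated/Memory was the largest with 1603, followed by 1555 cells in the cluster closest to LZ2, then EarlyGC1 with 1263, EarlyGC2 with 420, LZ1 with 343 and Activated2 with 84. The cluster named LZ2 carried 14 of the LZ2 markers among its 50 genes and 12 of the LZ4 markers, and is called LZ2 to LZ4 here. At resolution 1.2 there were 20 clusters and this population divided into an LZ4 cluster of 1198 cells and an LZ2 cluster of 313. No setting gave a cluster named LZ3. LZtoPrePC/Memory held 213 cells with a median of 1747 UMIs, which is 0.269 of the median of their library, and a median of 5.83% mitochondrial counts. It was led by *Gm42418* (ENSMUSG00000098178, chromosome 17 of GRCm38 from 39846958 to 39848788), itself in the study's list for the cluster, and had 3 of the study's markers among the 10 genes that lead it.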

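The groups were compared on counts summed per mouse, with the mouse as the replicate and the 8 X- and Y-linked genes named by or with those of Data S2 counted apart. No cluster held the 20 CD45.2+ cells in each of the 6 mice that had been set as the minimum. Over all LZ and DZ clusters together, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1 of 9476 genes between the mice labelled *Dock8* cpm/cpm and *Dock8* wt/wt, with 536 at an unadjusted p under 0.05 and 4 of the sex-linked genes. The gene was *Gm43305* (ENSMUSG00000105703, a processed transcript on chromosome 14 of GRCm38 from 54292443 to 54297456). It stood at 92.4, 93.8 and 88.6 CPM in the mice labelled *Dock8* wt/wt and at 241, 266 and 156 CPM in those labelled *Dock8* cpm/cpm, a log2 fold change of 1.14 (SE 0.165, adjusted p = 7.0e-04 from edgeR). It also varied among CD45.1+ cells, which are all *Dock8* wt/wt, with 380, 312 and 42.5 CPM in the mice labelled *Dock8* wt/wt. DESeq2 called 6 genes. Among choices changed 1 at a time, dropping the filter on low counts moved the count most, to 31. Leaving out 1 mouse gave 15 genes without *Dock8* cpm/cpm mouse 1, 4 without *Dock8* cpm/cpm mouse 2, 3 without *Dock8* cpm/cpm mouse 3 and 2 without *Dock8* wt/wt mouse 2 or 3. *Gm43305* was not called when all 4 groups were fitted together. *Dock8* itself had a log2 fold change of -0.45 (SE 0.201, adjusted p = 0.840 from edgeR).
In the CD45.1+ cells of the same mice edgeR called 0 of 8172 genes, with 365 at an unadjusted p under 0.05 and 1 sex-linked gene past the threshold. DESeq2 also called 0. The difference between CD45.2+ and CD45.1+ cells of one mouse, compared between the groups, gave 1 of 8956 genes called by edgeR and 1 of 17393 by DESeq2. In both tools this was *Igkc* (ENSMUSG00000076609, chromosome 6 of GRCm38 from 70726435 to 70726966), with a log2 fold change of -0.39 (SE 0.061, adjusted p = 0.00182 from edgeR). Its level in CD45.2+ cells was 17598, 18146 and 16425 CPM in the mice labelled *Dock8* wt/wt and 15365, 14665 and 14129 CPM in those labelled *Dock8* cpm/cpm. In this comparison it was no longer called without *Dock8* wt/wt mouse 1 or without *Dock8* wt/wt mouse 2, nor after the cells with the highest Scrublet doublet scores were removed (-0.28, adjusted p = 0.342 from edgeR). With hashtag values normalized over each cell its log2 fold change was -0.09 (SE 0.078, adjusted p = 0.946 from edgeR). Among the 42 genes the paper names for these data, 41 could be tested in CD45.2+ cells. Of these edgeR called 0 over all genes, with 6 at an unadjusted p under 0.05, while DESeq2 called *Igkc*. In edgeR *Igkc* was the 1 gene called when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples.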

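With the minimum lowered to 10 cells per mouse, EarlyGC1 was the 1 cluster that could be tested, on 470, 451 and 129 cells of the mice labelled *Dock8* wt/wt and 16, 15 and 34 of those labelled *Dock8* cpm/cpm. edgeR called 9 of 4983 genes apart from 4 sex-linked ones, 4 higher and 5 lower in the mice labelled *Dock8* cpm/cpm, with 374 at an unadjusted p under 0.05. *Ppp1r7* had 161 counts over the group labelled *Dock8* wt/wt and 0 over that labelled *Dock8* cpm/cpm, at least 3.31-fold lower against a floor of 3 counts over the group. It was not called with any 1 of the mice labelled *Dock8* cpm/cpm left out (adjusted p = 0.181 to 0.364 from edgeR), and its log2 fold change was -0.59 (adjusted p = 0.676 from edgeR) with hashtag values normalized over each cell and -0.46 (adjusted p = 0.772 from edgeR) under the 3-fold hashtag rule, chosen after the hashtag counts were seen. *Igkc* had the smallest p apart from the sex-linked genes, at 21467 ± 945 CPM (SD, n = 3) in the mice labelled *Dock8* wt/wt and 16268 ± 617 CPM (SD, n = 3) in those labelled *Dock8* cpm/cpm, a log2 fold change of -0.49 (SE 0.081, adjusted p = 5.2e-04 from edgeR). It was also called by DESeq2, with each mouse left out in turn (-0.53 to -0.48) and in the other settings, between -0.62 without the filter on low counts and -0.25 with hashtag values normalized over each cell, except with cells of under 5% mitochondrial counts and over 500 genes only (-0.47, adjusted p = 0.0692 from edgeR). Over all settings of edgeR its adjusted p ranged from 4.0e-09 to 0.0692. *Hsp90ab1*, which falls outside the rule for named genes and was chosen after its values were seen, had a log2 fold change of 0.61 (SE 0.112, adjusted p = 0.00234 from edgeR), and was not called without *Dock8* wt/wt mouse 1, *Dock8* cpm/cpm mouse 2 or *Dock8* cpm/cpm mouse 3 (adjusted p = 0.0573, 0.0826 and 0.131 from edgeR) or under that stricter filter (adjusted p = 0.0538 from edgeR). *E330020D12Rik* (log2 fold change 1.69, SE 0.360, adjusted p = 0.0177 from edgeR) and *Rpl22l1* (0.63, SE 0.126, adjusted p = 0.00974 from edgeR) were higher, as was *Gm43305* by 1.39 on the log2 scale (SE 0.291). *Zfas1* had a log2 fold change of -0.75 (SE 0.171, adjusted p = 0.0372 from edgeR). With 1 mouse left out, *E330020D12Rik* and *Rpl22l1* each kept the call in 3 of 6 fits (highest adjusted p = 0.503 and 0.335 from edgeR). *Gm43305* and *Zfas1* each kept it in 4 of 6 (highest adjusted p = 0.537 and 0.441 from edgeR). *Zfas1* ranged from -1.29 to -0.60 on the log2 scale in these fits. The count of genes called was 31 without *Dock8* wt/wt mouse 3, 18 without *Dock8* wt/wt mouse 2, 4 without *Dock8* cpm/cpm mouse 1 and 3 without any of the other mice. Other hashtag rules left enough cells to test more clusters at this minimum. With hashtag values normalized over each cell edgeR called 59 genes in LZ1, 21 in LZ4, 13 in DZ1, 7 in Activated/Memory and 4 in DZ2, from 11 to 16 cells in the smallest mouse. *Dock8* was among those called in LZ1, at 111, 98.9 and 116 CPM in the mice labelled *Dock8* wt/wt and 74.6, 64.4 and 38.5 in those labelled *Dock8* cpm/cpm, a log2 fold change of -1.02 (SE 0.256, adjusted p = 0.0154 from edgeR) that rests on 296 and 35 counts. It was not called in the other 5 clusters tested in that setting, with log2 fold changes from -0.39 to -0.10. Under the 3-fold rule edgeR called 58 genes in LZ1, 27 in LZ2, 12 in Activated/Memory, 4 in DZ2 and 1 in DZ3, from 10 to 17 cells in the smallest mouse. *Dock8* was not called there, with -0.91 in LZ1 (adjusted p = 0.0524 from edgeR) and -0.26 to -0.08 in the other clusters, nor in EarlyGC1 in the planned processing (-0.12, SE 0.230). Of the 15 genes in the study's list for EarlyGC1, 4 were called over all genes tested and 11 when adjusted over the list alone. The groups did not overlap in 13 of these, or 86.7%, where chance gives 10%. Of the 134 genes tested from the study's LZ and DZ lists, 1 was called over all LZ and DZ cells and 31, or 23.1%, did not overlap. In CD45.1+ cells, which are all *Dock8* wt/wt, 25 of 131 genes tested from the same lists, or 19.1%, did not overlap either. The study took those lists from tests on cells of these libraries, so these counts are not independent evidence.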

Few transcriptional differences were detected within each cluster between *Dock8*^wt/wt^ and *Dock8*^cpm/cpm^ groups in the absence of DOCK8 (fig. S2A and data S2). Among the LZ groups, LZ1 was the most like naïve B cells, LZ2 was enriched for markers of activation and T cell help, and LZ3 and LZ4 were distinguished by high expression of DZ and cell-cycle re-entry markers. In addition, memory precursor markers were enriched in LZ3 and LZ4, and PC/PB markers were highest in LZtoPrePC/Memory cluster (Fig. 2, B and C, and fig. S2, B to E).

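Expression in the LZ clusters was taken at resolution 1.2, where LZ2 and LZ4 form separate clusters, as CPM per mouse over mice with at least 10 CD45.2+ cells in the cluster. These were the 3 mice labelled *Dock8* wt/wt, and in LZ1 also 1 mouse labelled *Dock8* cpm/cpm. No test was made between clusters, which are built from the same counts. The clusters were also named by marker lists that hold some of these genes. *Ighd* is in the lists of LZ1 and EarlyGC1, *Cd83* in those of LZ2 and LZ4, and *Nfkbia* in that of LZ2. The list of LZ4 also holds *Rhoh* and the memory precursor genes *Bach2* and *Zbtb20*. A peak of such a gene in its own cluster is not independent evidence. *Ighd*, a marker of naïve B cells, was at 960 ± 234 CPM (SD, n = 4) in LZ1, 137 ± 62.8 (SD, n = 3) in LZ2 and 314 ± 115 (SD, n = 3) in LZ4, against 1166 ± 189 (SD, n = 6) in EarlyGC1. Of the activation genes *Cd83*, *Cd86*, *Akt1*, *Pik3ap1* and *Cd69*, the LZ cluster with the highest mean was LZ2 for *Cd83*, *Cd86* and *Cd69*, LZ4 for *Pik3ap1* and LZtoPrePC/Memory for *Akt1*. *Cd83* (chromosome 13 of GRCm38 from 43784775 to 43803132) was at 754 ± 162 CPM (SD, n = 3) in LZ2, 431 ± 64.9 (SD, n = 4) in LZ1 and 375 ± 55.2 (SD, n = 3) in LZ4. Of the 8 T cell help genes *Slamf1*, *Cd40*, *Icam1*, *Icosl*, *Batf*, *Nfkbid*, *Nfkbia* and *Rel*, 6 were highest in LZ2, the exceptions being *Cd40* in LZ1 and *Icosl* in LZ4. *Nfkbid* was at 117 ± 32.5 CPM (SD, n = 3) in LZ2, 44.8 ± 16.4 (SD, n = 4) in LZ1 and 11.7 ± 2.53 (SD, n = 3) in LZ4, close to the 9.36 CPM of T cells. Of the re-entry genes *Cxcr4*, *Foxo1*, *Ccnd3* and *Rhoh*, LZ4 was highest for *Ccnd3* and *Rhoh*, and LZtoPrePC/Memory for *Cxcr4* and *Foxo1*. *Rhoh* was at 474 ± 81.3 CPM (SD, n = 3) in LZ4, 470.1 ± 83.1 (SD, n = 3) in LZtoPrePC/Memory, 262 ± 43.7 (SD, n = 3) in LZ2 and 146 ± 24.1 (SD, n = 4) in LZ1. *Cxcr4* was at 52.3 ± 12.8 CPM (SD, n = 3) in LZ4 and 58.4 ± 7.43 (SD, n = 3) in LZtoPrePC/Memory, which differ by less than the spread between mice. In CD45.1+ cells, where LZtoPrePC/Memory had too few cells, LZ4 was highest for *Cxcr4*, *Foxo1*, *Ccnd3* and *Rhoh* and LZ2 for 6 of the 8 T cell help genes.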

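Among the memory precursor genes *Bach2*, *Bcl6*, *Klf2* and *Zbtb20*, 3 were highest in LZ4 of the LZ clusters, and *Klf2* in LZtoPrePC/Memory. *Bach2* was at 272 ± 40.3 CPM (SD, n = 3) in LZ4, 183 ± 59.1 (SD, n = 3) in LZ2 and 163 ± 16.3 (SD, n = 3) in LZtoPrePC/Memory. *Bcl6* was at 122 ± 32.4 CPM (SD, n = 3) in LZ4 and 102 ± 8.73 (SD, n = 3) in LZ2, within the spread between mice. In CD45.1+ cells, ranked without LZtoPrePC/Memory, LZ4 was highest for 4 of the 4. All 6 PC/PB genes were highest in LZtoPrePC/Memory. *Ighm* was at 12249 ± 1348 CPM (SD, n = 3) there and 6038 ± 573 (SD, n = 3) in LZ4, and *Igkc* at 28414 ± 276 (SD, n = 3) and 20058 ± 557 (SD, n = 3). *Jchain* was at 1739 ± 249 CPM (SD, n = 3) and 934 ± 125 (SD, n = 3). T cells, which should lack antibody transcripts, were taken as a measure of the free RNA in the droplets. They held 6310 ± 3311 CPM of *Ighm*, 12382 ± 589 of *Igkc* and 1234 ± 328 of *Jchain* (SD, n = 3), at a median of 3163 UMIs per cell against the lower median of LZtoPrePC/Memory. *Xbp1*, *Prdm1* and *Sdc1* stood at 176 ± 70.8, 22.8 ± 28.9 and 14.0 ± 20.3 CPM (SD, n = 3) in LZtoPrePC/Memory and at 136 ± 81.7, 34.6 ± 52.0 and 12.6 ± 21.8 CPM (SD, n = 3) in T cells, and so were not detectably above the T cell level. Whether the T cells themselves express *Xbp1* or *Prdm1*, or whether their barcodes also hold a B cell, was not tested.

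**Figure D1:**
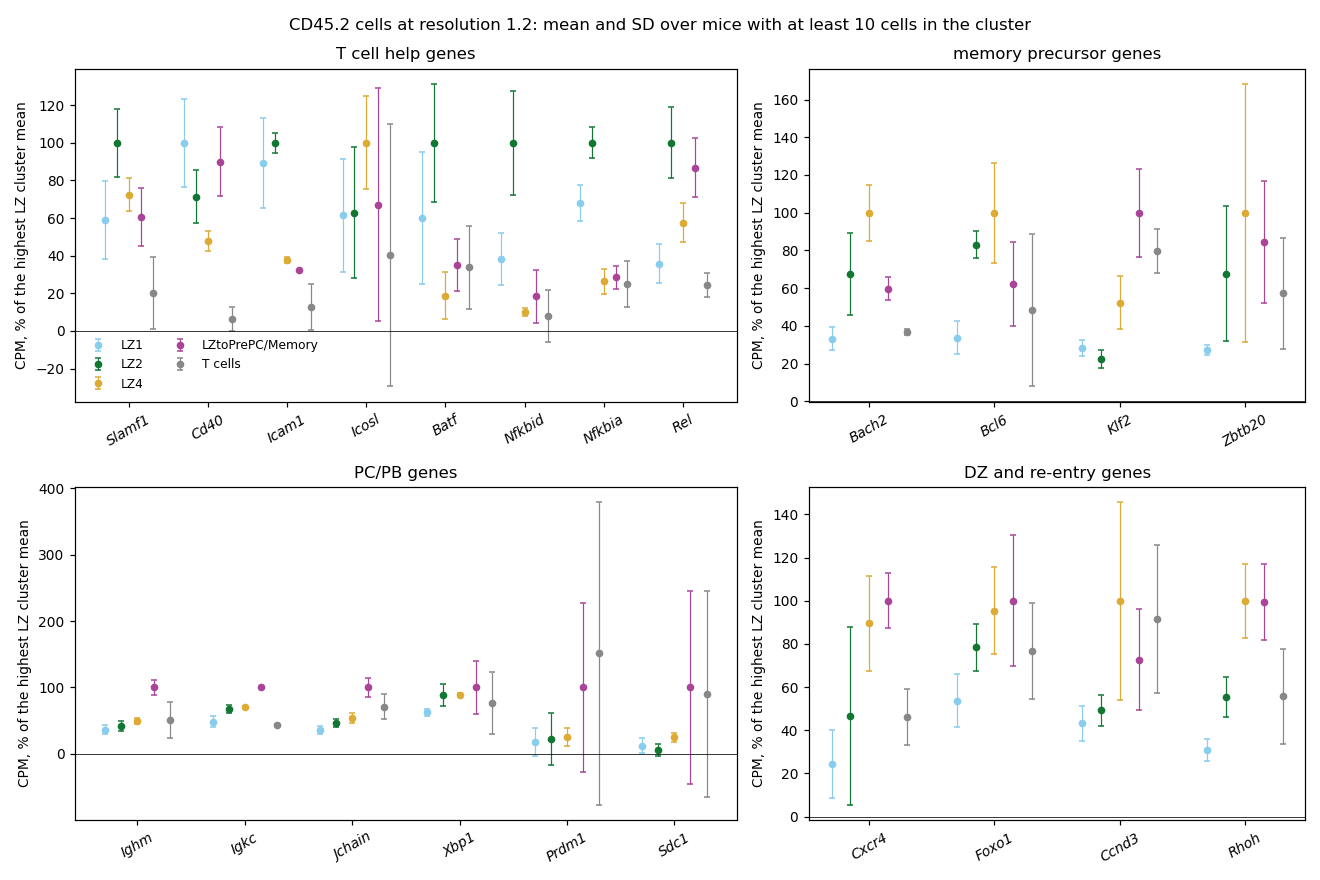
CPM of the T cell help, memory precursor, PC/PB and re-entry genes in LZ1, LZ2, LZ4, LZtoPrePC/Memory and T cells (CD45.2+ cells, resolution 1.2), as a percent of the highest LZ cluster mean of each gene. Points are means and error bars SDs over mice with at least 10 cells, with n = 4 for LZ1 and n = 3 for the other clusters, and the PC/PB genes peak in LZtoPrePC/Memory while T cells reach a large share of that level.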

Control CD45.1^+^ *Dock8*^wt/wt^ MD4 B cells were comparably distributed across the 19 clusters, with a small increase in the contribution of WT cells from the DOCK8-deficient group to LZ4 (Fig. 2, D and E). However, CD45.2^+^ *Dock8*^cpm/cpm^ B cells were underrepresented in the Activated/Memory-like and PC/PB clusters, and they contributed significantly more to the LZ4 cluster, enriched for *Klf2, Apoe, Zbtb20*, and *Fcmr* and to the LZtoPrePC/Memory cluster enriched for *Arhgap45, Macf1, Siglecg, Cd22, Ly6e, Xbp1*, and *Irf4* (Fig. 2, D and E, and data S1). 

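For CD45.1+ cells, edgeR's quasi-likelihood test on the number of cells per cluster and mouse called 0 of 16 clusters between the groups, with 2 at an unadjusted p under 0.05, and DESeq2 called 0. LZ4 was compared at resolution 1.2, since it formed no cluster of its own at 0.9 in the planned processing. It held 19.1% ± 8.74 (SD, n = 3) of the CD45.1+ cells of the mice labelled *Dock8* wt/wt and 32.6% ± 9.39 (SD, n = 3) of those labelled *Dock8* cpm/cpm, a difference of 13.5 points with overlapping groups (two-sided exact permutation test, p = 0.2, the smallest possible being 0.1). LZ2 to LZ4 together held 26.1% ± 11.3 (SD, n = 3) and 40.7% ± 9.71 (SD, n = 3), with p = 0.2 in the exact permutation test. PC/PB cells made up 26.1% ± 6.47 (SD, n = 3) and 13.8% ± 6.36 (SD, n = 3), a difference of -12.3 points (exact permutation test, p = 0.2), which moved most, to -19.8 points, under hashtag values normalized over each cell, a setting that left 26, 16 and 57 CD45.1+ cells of the mice labelled *Dock8* cpm/cpm. The Activated/Memory share was 11.9% ± 6.99 (SD, n = 3) and 8.15% ± 2.04 (SD, n = 3; exact permutation test, p = 0.5). Only the early GC and activated classes did not overlap, at 11.1% ± 1.40 (SD, n = 3) and 8.46% ± 0.897 (SD, n = 3; exact permutation test, p = 0.1), and under hashtag values normalized over each cell that difference changed sign, to 1.81 points.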

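Among CD45.2+ cells, PC/PB clusters held 23.0% ± 4.05 (SD, n = 3) of the cells of the mice labelled *Dock8* wt/wt and 6.68% ± 4.81 (SD, n = 3) of those labelled *Dock8* cpm/cpm, a difference of -16.3 points. No mouse of one group overlapped the other (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). The cells behind these shares numbered 369, 648 and 432 against 1, 5 and 7. The difference was between -18.7 and -13.9 points with 1 mouse left out, and the setting that moved it most, hashtag values normalized over each cell, gave -12.6. Activated/Memory held 20.6% ± 7.11 (SD, n = 3) and 6.41% ± 2.72 (SD, n = 3), a difference of -14.2 points without overlap (exact permutation test, p = 0.1), from 471, 327 and 433 cells against 2, 3 and 9. The groups did overlap in this class in 5 of 10 other settings. On cluster level edgeR's quasi-likelihood test called 0 of 16 clusters, with 5 at an unadjusted p under 0.05 and a smallest adjusted p of 0.108, for the largest PC2 cluster (log2 fold change -2.38, SE 0.850). Over the other settings of edgeR the smallest adjusted p ranged from 0.0125 to 0.185. DESeq2 called 3 clusters, Activated/Memory, PC2 and LZ1.
The LZ4 cluster of resolution 1.2 held 5.69% ± 4.54 (SD, n = 3) of the cells of the mice labelled *Dock8* wt/wt and 10.8% ± 3.59 (SD, n = 3) of those labelled *Dock8* cpm/cpm, from 51, 284 and 61 cells against 8, 5 and 7. The groups overlapped (exact permutation test, p = 0.2), although the difference of 5.08 points is larger than either SD. Without *Dock8* wt/wt mouse 2, where it was 7.68 points, or without *Dock8* cpm/cpm mouse 3, where it was 7.00, they did not overlap. LZ2 to LZ4 at resolution 0.9 held 7.55% ± 5.85 (SD, n = 3) and 13.0% ± 2.42 (SD, n = 3; exact permutation test, p = 0.3). LZtoPrePC/Memory held 2.84% ± 1.39 (SD, n = 3) and 2.68% ± 2.38 (SD, n = 3; exact permutation test, p = 1), from 60, 108 and 23 cells against 2, 2 and 0. The 0 of 101 cells in *Dock8* cpm/cpm mouse 3 allows a share of up to 2.97%, for counting error only.

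**Figure D2:**
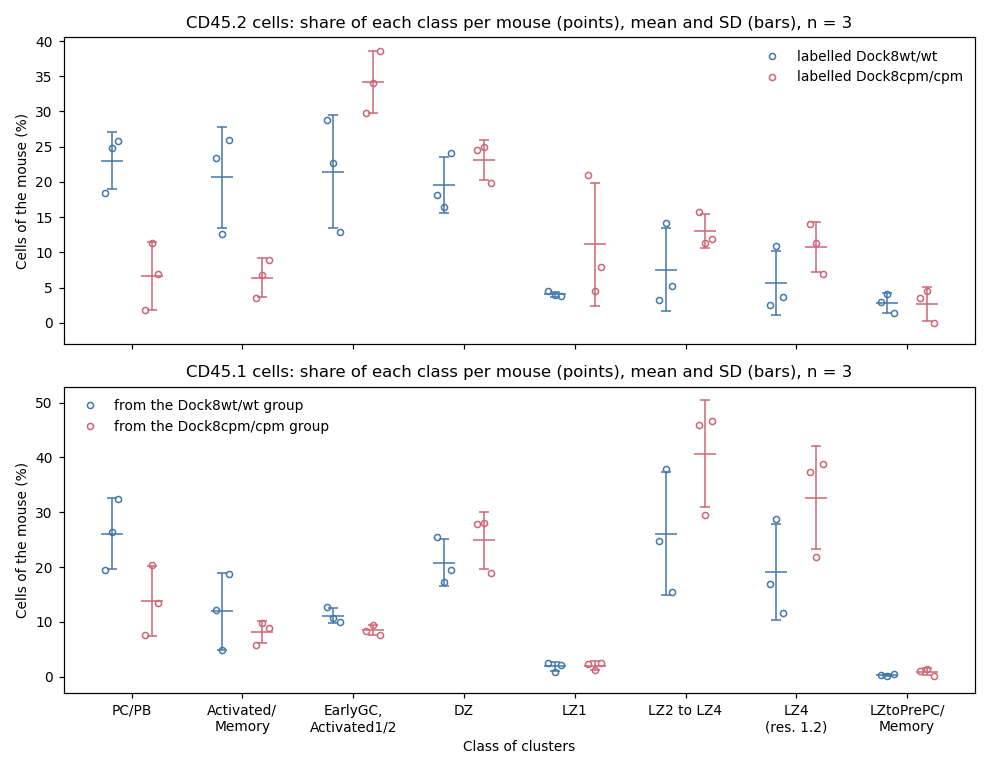
Percent of the CD45.2+ cells (top) and CD45.1+ cells (bottom) of each mouse in 8 classes, by group as labelled in the authors' hashtag table. Points are mice and bars give the mean and SD (n = 3). For CD45.2+ cells the 2 groups do not overlap in PC/PB, Activated/Memory, LZ1 or the early GC and activated class.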

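The DZ clusters together held 19.6% ± 4.01 (SD, n = 3) of the CD45.2+ cells of the mice labelled *Dock8* wt/wt and 23.1% ± 2.88 (SD, n = 3) of those labelled *Dock8* cpm/cpm, a difference within the spread between mice (two-sided exact permutation test, p = 0.2, smallest possible 0.1). LZ1 held 4.07% ± 0.372 (SD, n = 3) and 11.2% ± 8.72 (SD, n = 3). These did not overlap (exact permutation test, p = 0.1), but 12 of the 22 LZ1 cells of the mice labelled *Dock8* cpm/cpm came from mouse 1, and without it the difference of 7.11 points fell to 2.17. LZ1 to LZ3, which at resolution 0.9 also hold the LZ4 cells, took 11.6% ± 5.69 (SD, n = 3) and 24.2% ± 11.1 (SD, n = 3; exact permutation test, p = 0.2). Early GC and activated cells made up 21.4% ± 7.99 (SD, n = 3) and 34.2% ± 4.40 (SD, n = 3) without overlap (exact permutation test, p = 0.1), a difference of 12.7 points. Over 9 other settings it was 5.53 to 13.6 points, and the groups did not overlap in 4 of them. In the CD45.1+ cells of the same mice the DZ share was 20.8% ± 4.28 (SD, n = 3) and 24.9% ± 5.21 (SD, n = 3; exact permutation test, p = 0.3), and the LZ1 share 1.90% ± 0.830 (SD, n = 3) and 2.05% ± 0.759 (SD, n = 3; exact permutation test, p = 0.6).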

Although DOCK8 deficiency did not alter DZ composition or contribution to early LZ clusters, a subset of LZ GC B cells expressing memory/PC/PB precursor markers accumulated with a corresponding loss from late GC PC/PB and activated/memory-like clusters. Consistent with the accumulation of DOCK8-deficient B cells in specific LZ clusters, the DZ:LZ ratio of DOCK8-deficient GC B cells was slightly lower (fig. S3, A and B). Furthermore, histological analyses suggested that these cells were predominantly located in the LZ of the GC (fig. S3, C and D). Additionally, fewer CD138^+^IRF4^+^B220^lo/−^ PCs (fig. S3E) and IRF4^+^ GC B cells (fig. S3, F and G) were recovered post-immunization from the DOCK8-deficient B cell pool. Thus, DOCK8 is required at a positive selection/commitment checkpoint in the LZ.

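CD45.2+ and CD45.1+ cells of one mouse share the recipient, so each class was also compared as the CD45.2+ share minus the CD45.1+ share of the same mouse. The Activated/Memory difference between the groups was then -10.4 points, without overlap (two-sided exact permutation test, p = 0.1, the smallest possible), and between -11.3 and -9.15 with 1 mouse left out. Over 10 other settings it ranged from -11.2 to -1.62, the last with hashtag values normalized over each cell, and the groups did not overlap in 8 of them. For PC/PB, which were also fewer among the CD45.1+ cells of the mice labelled *Dock8* cpm/cpm, it was -4.04 points (exact permutation test, p = 0.3). For LZ2 to LZ4 it was -9.15 points (exact permutation test, p = 0.3), for LZ4 at resolution 1.2 -8.46 (p = 0.3) and for LZtoPrePC/Memory -0.720 (p = 0.6), each with groups that overlapped. The early GC and activated classes differed by 15.4 points (exact permutation test, p = 0.1) and LZ1 by 6.96 (p = 0.1), which fell to 2.20 without *Dock8* cpm/cpm mouse 1. The first was 3.71 with hashtag values normalized over each cell. edgeR's quasi-likelihood test called 1 of 16 clusters, EarlyGC1, with a log2 fold change of 1.70 (SE 0.481, adjusted p = 0.0118) and 4 clusters at an unadjusted p under 0.05. In edgeR the call was lost without *Dock8* cpm/cpm mouse 2 (adjusted p = 0.159) or *Dock8* cpm/cpm mouse 3 (adjusted p = 0.160), and 2 clusters were called without *Dock8* wt/wt mouse 3 or *Dock8* cpm/cpm mouse 1. Over all other settings the adjusted p of the EarlyGC1 clusters in edgeR ranged from 0.00516 to 0.647. Under the 3-fold hashtag rule edgeR called PC3 in place of EarlyGC1, with a log2 fold change of -2.59 (SE 0.718, adjusted p = 0.0102), and with that rule at resolution 1.2 both PC3 (adjusted p = 0.00606) and EarlyGC1.
The paper reasons from the distribution of CD45.2+ cells over the clusters. Cells of the DOCK8-deficient group took a larger part in LZ4 and LZtoPrePC/Memory, whose cells express memory and PC/PB precursor markers, and a smaller part in the PC/PB and Activated/Memory-like clusters, while DZ and early LZ clusters did not differ (Fig. 2, D and E). It joins this with its flow cytometry and histology of the same kind of GC, and from the accumulation before and the loss after this step it concludes that DOCK8 acts at a positive selection or commitment checkpoint in the LZ.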

### DOCK8 is required for germinal center B cell survival but not for proliferation

To determine whether the LZ block and loss of *Dock8*^cpm/cpm^ GC B cells is due to an inability to respond to positive selection signals, we assessed the in vivo proliferation of *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ BCL2.Tg MD4 GC B cells on day 8 using a dual-nucleotide labeling assay (Fig. 3A) (26). In vivo BrdU uptake by *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ BCL2.Tg MD4 GC B cells at 30 min was comparable with both the short- and long-interval protocols, indicating that S phase DNA replication is not affected by loss of DOCK8. Furthermore, in the short-interval protocol, DOCK8 did not affect the early (BrdU^+^EdU^−^), mid (BrdU^+^EdU^+^), or late (BrdU^−^EdU^+^) stages of the S phase (Fig. 3, B and C). By contrast, fewer EdU^+^ *Dock8*^cpm/cpm^ GC B cells that had been in S phase 4 hours prior to the endpoint were recovered in the long-interval protocol (Fig. 3, D and E). *Dock8*^wt/wt^ and *Dock8*^cpm/cpm^ B cells had comparable BCL2 expression (fig. S4D) and contributed equivalently to the G0/G1, S and G2/M cell cycle stages in the GC subset (Fig. 3, F and G). Thus, DOCK8 does not appear to be required for DNA synthesis and proliferation but likely supports the survival of GC B cells during post-proliferation selection.

### DOCK8 modulates germinal center B cell activation and adhesion markers

To assess the activation state of DOCK8-deficient GC B cells, we compared the expression of cell surface proteins on GC B cells. Although the expression of GC-identity markers BCL6 and IL21R was equivalent (fig. S4A), the expression of activation markers CD69 and CD86 and adhesion molecules ICAM1, ICAM2, and SLAMF1 was reduced on *Dock8*^cpm/cpm^ GC B cells (fig. S4, B and C). These data led us to hypothesize that DOCK8-deficient B cells may be less able to acquire sufficient T cell help.

### B cells require DOCK8 to acquire T cell help in the germinal center

Since T cell help in the GC is proportional to the amount of peptide–MHC (pMHC) presented (15, 27) and since GC B cells, specifically LZ centrocytes, upregulate expression of the scavenger receptor DEC205 (9, 15, 28, 29), we used an ovalbumin (OVA)-conjugated anti-DEC205 antibody (anti-DECOVA) to evaluate the role of B cell–intrinsic DOCK8 in antigen capture and presentation to T_FH_ cells (30). More ICOS^+^PD1^+^CD4^+^ T_FH_ cells with comparable upregulation of CD69, CD25 and OX40 were recovered from both the *Dock8*^wt/wt^ and *Dock8*^cpm/cpm^ groups upon anti-DECOVA administration, suggesting that the targeted antigen elicited additional T cell help (Fig. 4, A and B). However, although the number of *Dock8*^wt/wt^ BCL2.Tg MD4 GC B cells increased twofold with anti-DECOVA, the contribution of *Dock8*^cpm/cpm^ BCL2.Tg B cells to the GC was unaltered (Fig. 4C). Thus, the GC B cell response remains compromised even when extra T cell help is available, suggesting that deficient antigen capture and presentation via the BCR is unlikely to be the primary cause of GC B cell loss in the absence of DOCK8.

Since T_FH_ cell help accelerates GC B cell-cycle progression (26), we repeated our analysis of the proliferation and survival of GC B cells using dual EdU–BrdU long-interval labeling in the context of anti-DECOVA (Fig. 4D). Despite the increased recovery of EdU-labeled *Dock8*^wt/wt^ BCL2.Tg GC B cells (both EdU^+^BrdU^−^ and EdU^+^BrdU^+^) from the anti-DECOVA–treated group, a comparable increase was not observed in the absence of DOCK8 (Fig. 4E). BATF is upregulated by CD40 signaling in GC LZ B cells that have recently received T cell help (31, 32). The DOCK8-deficient GC pool had significantly fewer BATF^+^IRF4^−^ and BATF^+^IRF4^+^ (BATF^hi^) and BATF^lo/−^IRF4^hi^ (IRF4^+^) cells (Fig. 4F and fig. S3, F and G). Anti-DEC205 increased the proportion of BATF^hi^ *Dock8*^wt/wt^ GC B cells, whereas DOCK8-deficient GC B cells were unaffected (Fig. 4F). Thus, B cells require DOCK8 to receive and respond to T cell help in the GC.

### DOCK8 is required to elicit T cell help when antigen is limiting

To dissect the role of DOCK8 in B and T cell interactions, we measured the in vivo proliferation of *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ MD4 B cells, that were loaded with OVA–HEL (OVAHEL) antigen ex vivo and mixed with cognate WT OTII CD4 T cells before adoptive transfer. After 72 hours, OTII CD4 T and MD4 B cells in the *Dock8*^wt/wt^ group had proliferated in an antigen dose–dependent manner. However, the proliferation of both OTII CD4 T cells and MD4 B cells from the *Dock8*^cpm/cpm^ group was compromised at HEL antigen amounts of 500 ng/ml or lower (fig. S5A), indicating that DOCK8 is required for mutual activation of B and CD4 T cells at these doses.

To investigate whether there was a general defect in the response of DOCK8-deficient B cells to low levels of antigen, we cultured MD4 B cells and WT OTII CD4 T cells with OVAHEL ex vivo (fig. S5B). Although OTII CD4 T cells expressed comparable levels of the activation markers CD25, CD44, and CD69 after 16 hours (Fig. 5A and fig. S5C), fewer OTII CD4 T cells cultured with *Dock8*^cpm/cpm^ MD4 B cells proliferated at 5 and 10 ng/ml of OVAHEL, levels that are not saturating for the MD4 BCR (Fig. 5, B to D, and fig. S5D). Although B cell CD69 expression was equivalent after 16 hours (fig. S5E), CD86 and ICAM1 expression was lower on *Dock8*^cpm/cpm^ B cells at 5 and 10 ng/ml (Fig. 5, E and F). *Dock8*^cpm/cpm^ MD4 B cells proliferated less at the lower antigen doses (Fig. 5G and fig. S5F), confirming a general defect in B and T cell activation when antigen is limiting in the absence of DOCK8.

To determine whether the compromised proliferation of *Dock8*^cpm/cpm^ B cells in the presence of cognate T cells and low levels of antigen was intrinsic, we cocultured WT OTII CD4 T cells and CD45.1^+^ *Dock8*^wt/wt^ MD4 B cells with CD45.2^+^ *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ MD4 B cells and OVAHEL. Although OTII CD4 T cells and *Dock8*^wt/wt^ MD4 B cells proliferated extensively by day 4, fewer CD45.2^+^ *Dock8*^cpm/cpm^ MD4 B cell proliferated at each dose (Fig. 5H), confirming that B cell–intrinsic DOCK8 is required to generate a normal response to T cell help.

### Defective costimulation during B–T cell crosstalk in DOCK8-deficiency

Since complete activation of B and T cells requires a signal 1, received upon antigen-engagement of the BCR or TCR, and a pro-survival costimulatory signal 2, we tested whether signal 2 was limiting at low levels of antigen using anti-CD40 or anti-CD28 antibody or a combination of both. The anti-CD40 antibody rescued *Dock8*^cpm/cpm^ MD4 B cell proliferation in a dose-dependent manner but not OTII CD4 T cell proliferation (fig. S6, A and B). By contrast, the anti-CD28 antibody rescued CD4 T cell proliferation in the *Dock8*^cpm/cpm^ group but not the B cell proliferation defect itself (fig. S6, C and D). However, the combination of the two signal 2 surrogates rescued the proliferation of B and CD4 T cells in the *Dock8*^cpm/cpm^ group (Fig. 6, A to C). Thus, DOCK8 is required to maintain costimulatory crosstalk between antigen-presenting B cells and cognate CD4 T cells when the amount of antigen is limiting.

### DOCK8 is dispensable for soluble antigen acquisition and presentation

To assess whether the compromised B–T cell costimulatory interaction is due to defective BCR signaling or antigen uptake, we tested the ability of naïve *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ MD4 B cells to present OVA antigen, acquired independently of the BCR via DEC205, to WT OTII CD4 T cells (30). Fewer OTII CD4 T cells in the *Dock8*^cpm/cpm^ group proliferated in response to anti-DECOVA compared to those in the *Dock8*^wt/wt^ group, (fig. S7A), suggesting that DOCK8 is required for cognate B–T cell interactions in a manner distinct from BCR-mediated antigen acquisition and signaling.

Next, we investigated the role of DOCK8 in BCR-mediated presentation of soluble antigen and detected comparable levels of Eα(52-68) peptide–bound I-A^b^ MHC class II on *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ MD4 B cells (33) (fig. S7B). To confirm this observation, we incubated I-A^k^/I-A^b^ *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ MD4 B cells with HEL, and non-transgenic I-A^k^/I-A^b^ *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ B cells with anti-DECHEL or control anti-DECOVA, and detected equivalent levels of HEL(46-61) peptide–bound I-A^k^ MHC class II (34) (fig. S7, C and D). Thus, DOCK8 is not required for B cells to collect and present soluble antigen, acquired via the BCR or DEC205, to cognate T cells.

### B cells require DOCK8 to integrate contact-dependent T cell help

Next, we assessed the BCR-independent role of DOCK8 in initiating contact-dependent cognate T cell help. We cultured HEL–stimulated *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ MD4 B cells with either soluble anti-CD40 antibody—as a surrogate for T cell help—or with OTII CD4 T cells and anti-DECOVA—to elicit BCR-independent but contact-dependent T cell help.

*Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ MD4 B cells were similarly activated by HEL in an antigen dose–dependent manner (Fig. 6, D and F). The surrogate T cell signal via anti-CD40 alone activated MD4 B cells in the absence of HEL and enhanced the HEL dose-dependent proliferation of B cells independently of DOCK8 (Fig. 6, D and E). CD69 was upregulated on WT OTII CD4 T cells at 16 hours by MD4 B cells copresenting OVA antigen acquired via anti-DECOVA in a HEL dose-dependent, but DOCK8-independent, manner (fig. S7E). However, after 96 hours in the presence of anti-DECOVA, and at low HEL concentrations, the OTII CD4 T cells cultured with *Dock8*^cpm/cpm^ MD4 B cells proliferated significantly less than those cultured with *Dock8*^wt/wt^ MD4 B cells (fig. S7F). Furthermore, T cell help elicited via anti-DECOVA enhanced CD86 expression and proliferation of *Dock8*^wt/wt^ MD4 B cells at 0.5 and 1 ng/ml of HEL. However, *Dock8*^cpm/cpm^ MD4 B cells failed to upregulate CD86 and proliferated less at the same low concentrations of HEL in the presence of anti-DECOVA (Fig. 6, F and G). Thus, DOCK8-dependent contact-mediated costimulatory interactions between B and T cells are essential to sustain the mutual activation of B and T cells at low antigen doses, when signaling via BCR engagement is correspondingly low.

### DOCK8 modulates sustained B and T cell contacts

Next, we assessed the role of DOCK8 in sustaining B–T cell contacts for conjugate formation and the complete activation of both partners. Significantly more B–T cell conjugates were detected with OVAHEL compared to HEL, confirming that these were cognate interactions (Fig. 7B). However, fewer T cell conjugates with *Dock8*^cpm/cpm^ B cells were detected at 10 ng/ml of OVAHEL antigen (Fig. 7, A and B). We also investigated the formation of conjugates between WT OTII CD4 T cells and antigen-activated *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ MD4 B cells over time, in the context of limiting antigen and competition. At all time points, *Dock8*^cpm/cpm^ B cells formed fewer conjugates, which were defined as contacts lasting for at least 5 min with a characteristic flattening at the B–T cell contact interface (Fig. 7, C and D; fig. S8, A and B; and movies S1, S2, and S3).

The majority of B–T cell conjugates were 1:1 “monogamous” pairs and their formation was compromised in the absence of DOCK8 at early time points. However, this defect resolved at later time points (fig. S8, A and B). We observed more “polygamous” conjugates consisting of a single B cell and multiple T cells at later time points. However, *Dock8*^cpm/cpm^ B cells formed fewer such polygamous conjugates over time (fig. S8, A and B). By contrast, combinations of one T cell and multiple B cells were less frequently present and were mainly observed in the context of DOCK8-deficient B cells (fig. S8B). Thus, B cells require DOCK8 to form multiple cognate interactions with T cells in order to integrate T cell help within a competitive environment and in the context of low amounts of antigen.

GC-like *Dock8*^cpm/cpm^ B cells were less able to form dendrite-like extensions and spread on anti-CD44 coated surfaces, a process that requires coordinated polymerization of actin and tubulin (35) (fig. S8C), suggesting a role for DOCK8 in cytoskeleton remodeling. To investigate modulation of the B cell cytoskeleton during B–T cell interactions, we imaged the actin cytoskeleton of GC-like B cells using SiR-actin during their cognate interactions with T cells ex vivo. Actin was modulated at the B and T cell contact region with a few small actin protrusions from the B cell at the synapse between *Dock8*^wt/wt^ B cells and cognate T cells (Fig. 7E and fig. S8D). *Dock8*^wt/wt^ B cells formed relatively uniform and stable contacts with T cells (movies S4, S5, S8, and S9), whereas the DOCK8-deficient B cells formed more unstable contacts with significantly more actin protrusions at the synaptic interface (Fig. 7, F and G; fig. S8D; and movies S6, S7, S10, and S11). This unstable interaction at the contact area was suggestive of DOCK8-deficient B cells “slipping” as they attempted to hold onto their T cell partner (fig. S8E and movie S6). Thus, DOCK8 appears to be required for the modulation of actin to maintain stable B and T cell contacts. This is particularly critical when B cells activated with low amounts of antigen compete for contact-mediated T cell help for complete activation (fig. S9).

## Discussion

We have found that the B cell–intrinsic loss of DOCK8 compromises the ability of B cells to interact with T cells and receive and integrate survival signals, which are necessary in competitive environments where antigen is limiting. This is associated with a block in the development of PCs and immune memory and reduced GC B cell survival. Discrete subsets of low- and high-affinity LZ centrocytes, sensitized by interaction with antigen towards a potential PC or memory B cell fate prior to T cell help, require T cell help to complete fate commitment and differentiation (19, 21). Selection into the DZ is cMYC-dependent and cMYC upregulation in the LZ also depends on the extent of T cell help received (23, 36, 37).

Although DOCK8 deficiency does not affect cell cycle entry and the progression of GC B cells through the proliferative phase of the cell cycle, fewer DOCK8-deficient B cells that had previously proliferated were recovered over a 4-hour period. GC B cells are highly susceptible to cell death, and an average of 50% GC B cells are destined to die every 4–6 hours in both the LZ and the DZ unless rescued by positive selection via T_FH_ cells (38–40). Furthermore, DOCK8-deficient GC B cells are not accelerated through the cell cycle in response to extra T_FH_ help, confirming that DOCK8 is required for a B cell–intrinsic ability to receive T cell help. It is likely that the sub-optimal B–T cell interactions result in incomplete “refueling” or recharging of LZ centrocytes such that they complete fewer proliferative cycles during successive DZ periods (31, 41), precipitating a B cell–intrinsic survival defect and compounding the progressive loss of DOCK8-deficient B cells from the GC.

Since DOCK8-deficient B cells can cluster antigen at the BCR synapse but are unable to regulate LFA1–ICAM1 integrin recruitment (2), we cannot rule out a role for DOCK8 in integrin-dependent signals at the FDC and GC B cell contact. We also cannot exclude the possibility that the defects in the B cell synapse that we previously observed may lead to a relative failure to internalize membrane-bound antigen from FDCs. Recent evidence suggests a quantitative and qualitative difference in B cell responses to soluble, membrane-bound and particulate antigens (42). Signaling via the BCR also provides survival signals critical for positive selection in the GC, especially within a competitive setting (43, 44). Defects in antigen gathering may further compound the inability of DOCK8-deficent B cells to receive T cell help, especially in the context of low levels of antigen. However, DOCK8-deficient B cells can present antigen to cognate CD4 T cells and are not rescued by BCR-independent delivery of antigen and T cell help via anti-DECOVA, suggesting that the primary B cell–intrinsic defect underlying the characteristic GC B cell loss in DOCK8 immunodeficiency is downstream of antigen gathering and presentation.

Transient expression of BATF in LZ GC B cells is triggered by T cell–dependent CD40 signaling (32), where it is required for GC maintenance, *Aicda* transcription, and cell cycle progression, with at least some of these functions requiring BATF interactions with IRF4 (32, 45). We have shown that fewer DOCK8-deficient GC B cells have this recent T cell help signature and anti-DECOVA does not increase the proportion of recently helped BATF^hi^ *Dock8*^cpm/cpm^ B cells (31, 32). T cell signals are required for refueling, survival and differentiation of GC B cells and fewer CD138^+^IRF4^+^B220^lo^ DOCK8-deficient PCs are recovered upon immunization. Furthermore, B and T cell conjugate formation and the proliferation of DOCK8-deficient B cells and cognate T cells are compromised ex vivo when antigen amounts are limiting. Thus, our data suggest that the loss of DOCK8-deficient B cells is primarily due to a failure to acquire sufficient T cell help within the GC, at least in part due to a B cell–intrinsic failure to initiate or sustain crosstalk with T_FH_ cells. It is possible that the positive regulation of T cell contacts by DOCK8 may ordinarily allow B cells with a range of antigen-gathering abilities to be retained in the GC, thus allowing for a broad B cell pool and immune response.

B and T cell crosstalk via CD40 and ICOS signaling regulates a positive selection loop in the GC (13, 46), whereas LFA1–ICAM1 interactions lower signaling thresholds and are critical for adhesion and synapse formation (47). ICAM1 and ICAM2 on B cells additively facilitate long-lasting B–T cell contacts, which are important for GC seeding and affinity maturation. Furthermore, interactions between SAP, CD84, and other SLAM family receptors are required for sustained B and T cell conjugates within the GC (14, 16, 17). We found that CD86, ICAM1, and SLAMF1 upregulation was defective in DOCK8-deficient B cells in the GC and in vitro only when the level of antigen was itself limiting, the very situation likely to be required for selection by rare antigens under physiological conditions.

B cell activation requires BCR signaling to prime B cells to receive and integrate second signals via T cell contact or via other receptors. When reduced BCR signaling at low doses of antigen elicits a reduced priming response, DOCK8 facilitates a positive feedback loop by sustaining multiple B–T cell contacts to allow B cells to upregulate costimulatory and adhesion molecules and overcome the signaling threshold. At high or saturating antigen doses that elicit adequate priming, additional input from DOCK8-mediated processes for maintaining long-lasting B–T cell interactions is dispensable. Within the competitive GC environment, ensuring that the B cell response is highly sensitive to the antigen threshold creates conditions in which B cells with relatively higher affinity have a greater chance of being optimally activated (48, 49). Dependence on other signaling pathways, such as those regulated by DOCK8, could allow for the selection of the fittest clones that can not only gather antigen, but can best compete for T cell help, enforcing tolerance while allowing a range of antigenic specificities to persist in the repertoire.

DOCK8 is required for the LFA1/ICAM1–dependent positioning of T_FH_ cells in the GC (50) and inhibits IL-13–driven T_FH_ cell–induced high-affinity IgE production (51), suggesting that DOCK8 supports contact-dependent selection in the GC. Although DOCK8 is necessary for B cells to sustain multiple contacts with T cells over time, we found that bypassing contact dependent T cell help using a surrogate anti-CD40 antibody abolishes the dependence on DOCK8. We found more actin protrusions and ineffective cytoskeletal coordination at the B–T cell interface in the absence of DOCK8, suggesting that DOCK8 regulates cytoskeletal remodeling to stabilize multiple short interactions between cognate B–T cells. Cytoskeletal reorganization may allow the synaptic integration of signals necessary to overcome antigen-dependent activation thresholds (13, 14, 52). The cytoskeleton modulator intersectin 2 (ITSN2) has GEF activity and regulates expression of SLAM, CD84, and ICOSL to promote long-term B–T cell conjugate formation, as well as GC maintenance and memory against vaccination and viral infections (53). Dynamic reorganization of the cytoskeleton facilitates serial and parallel engagements between cognate B and T cells within the GC and elsewhere, and actin cytoskeleton remodeling is important for mechanosensing of signaling thresholds (54, 55). Measurement of forces at the synapse between cognate B–T cell conjugates and the B–T cell transcriptional profiles with antigen thresholds may enhance our understanding of how antigen controls cellular interactions and B cell fate decisions.

The GC B cell loss underlying the humoral defect in DOCK8 immunodeficiency is a consequence of an inability to collaborate with T cells, which is particularly limiting when access to antigen is reduced. These findings provide insights into how antigen abundance and interactions between B and T cells determine the priming, survival, and fate of antigen-activated B cell subsets that are essential for humoral immunity.

## Materials and Methods

### Study Design

This study was designed to characterize the role of DOCK8 in the maintenance of GC B cells using antigen-specific murine models. We used competitive adoptive transfer protocols and dual-nucleotide labeling approaches to interrogate the B cell intrinsic effects of DOCK8 on survival and proliferation of GC B cells. We performed flow cytometry analyses to characterize the effects of the loss of DOCK8 on the ability of GC B cells to present antigen to and collect help from T_FH_ cells. We used flow cytometry, scRNASeq analysis and immunohistochemical protocols to show that DOCK8-deficient GC B cells are arrested in the LZ at a stage where they fail to receive T cell help. We confirmed a B cell–intrinsic defect in receiving T cell help using ex vivo antigen-specific models that allowed us to finely titrate the amounts of antigen. Using the ex vivo model and low levels of antigen, we applied live-cell imaging techniques to demonstrate that DOCK8-deficient B cells make fewer T cell contacts and are less able to maintain B–T conjugates or regulate actin at the B–T synapse. The study design was not blinded and mice were randomly assigned to experiment groups without blinding of the investigators. However, the B–T conjugate microscopy data was also analyzed by researchers who were not involved in recording the imaging data and who were therefore blinded to the B cell genotypes. The *n* values reported for in vivo experiments in this study are biological replicates, unless otherwise indicated. The *n* values reported for ex vivo experiments in this study are either biological replicates or are data collected from cells isolated and pooled from two or more genetically identical donor mice, as indicated in legends. The number of mice per group, the number of independent replicates of the experiments and the statistical tests for analysis are included in the legends for each figure.

### Mice

All procedures involving mice were reviewed and approved by the University of Oxford ethical review committee and were performed in compliance with the Animals (Scientific Procedures) Act 1986, revised 2012 (ASPA). Mice of both sexes, 8–12 weeks of age, were used in the study and were age-matched within each experiment. *Dock8*^wt/wt^ and DOCK8-null *Dock8*^cpm/cpm^ mice were bred on a CD45.2^+^ or CD45.1^+^ C57BL/6-Tg(IghelMD4)4Ccg/J (MD4) background. C57BL/6-Tg(BCL2)22Wehi/J transgenic (BCL2.Tg) and C57BL/6-Tg(UBC-GFP)30Scha/J (GFP^+^) mice were crossed to *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ mice to generate mice with B cell–specific BCL2 expression or ubiquitous GFP expression or both. *Dock8*^wt/wt^ and *Dock8*^cpm/cpm^ MD4 mice were also crossed to B10.BR-H2k2 H2-T18a/SgSnJ to generate I-A^k^ or I-A^k^/I-A^b^–expressing mice for HEL peptide-MHC class II loading studies. B6.Cg-Tg(TcraTcrb)425Cbn/J (OTII) mice with or without GFP and WT CD45.1^+^ or CD45.2^+^ C57BL/6 mice were bred in-house.

### Antigens, antibodies, and activation reagents

Anti-DEC205, anti-DECOVA, anti-DECOVA-E333A (-EA) (negative control), ISOOVA, and anti-DECHEL antibodies cloned into pEE12.4 vector and OVAHEL antigen cloned into pEE14 vector were transiently expressed as His-tagged chimeric molecules in HEK293T cells and purified over Ni-NTA columns. SRBCs, SRBC-HEL and OVAHEL in RIBI adjuvant system at indicated doses were used as antigens for in vivo protocols. OVAHEL, HEL (L6876, Sigma) and HEL-EαGFP (gift from O. Bannard) were used as MD4 B cell antigens ex vivo at doses between 0.1–1000 ng/ml. LPS (L7770, Sigma), IL-4 (574304), IL-21 (574304), anti-CD28 (102116), anti-CD40 (102812) (BioLegend) and anti-IgM F(ab′)_2_ (715-006-020-JIR, Jackson Immuno Research) were used at indicated amounts.

### Adoptive transfers, immunization and antibody treatment

MD4 B cells from the spleen and OTII CD4 T cells from the spleen and mesenteric lymph node (MLN) were enriched to ~90% purity by magnetic sorting on LS columns using standard Miltenyi kits (130-090-862 and 130-104-454) according to manufacturer’s instructions. The purity of sorted B and T cells was then assessed by flow cytometry. Two hundred thousand enriched CD45.2^+^ *Dock8*^wt/wt^ and *Dock8*^cpm/cpm^ MD4 B cells, with or without BCL2.Tg, were adoptively transferred into CD45.1^+^ or CD45.2^+^ recipients, either alone or mixed at indicated ratios with CD45.1^+^ *Dock8*^wt/wt^ MD4 B cells, one day prior to immunization. Mice were immunized intraperitoneally (I.P.) with HEL conjugated to 1×10^9^ SRBCs (SRBC-HEL). When 50 μg of OVAHEL, mixed with RIBI Adjuvant System (Sigma, S6322) according to manufacturer’s protocol, was used for I.P. immunization, 1×10^5^ CD4 OTII T cells were also adoptively transferred. GC status was assessed on indicated days post-immunization. All antibodies were administered to mice I.P. at 10 μg per mouse 24 and 48 hours before analysis. Since activated and GC B cells, specifically LZ centrocytes, upregulate expression of the scavenger receptor DEC205 (9, 15, 28, 29), we used an OVA-conjugated anti-DEC205 antibody (anti-DECOVA) to assess BCR-independent delivery and presentation of antigen (30). To measure cognate antigen-dependent proliferation of B and T cells in vivo at 72 hours, sorted MD4 B cells were labeled with CellTrace Violet (CTV), incubated ex vivo with indicated amounts of antigen on ice for 25 min, and then washed three times with cold PBS to remove excess unbound antigen. Labeled B cells were then mixed with cognate CTV-labeled WT CD4 OTII T cells before they were transferred into recipients. Activation and proliferation were analyzed at 72 hours by flow cytometry.

### Proliferation and cell cycle measurements

In vivo GC B cell proliferation was assayed by measuring bromodeoxyuridine (BrdU) and/or 5-ethynyl-2′-deoxyuridine (EdU) incorporation. Mice were intravenously administered 2 mg of EdU (900584, Sigma) either 1.5 hours (short interval) or 4 hours (long interval) prior to the endpoint of the experiment. Both groups then received a further 3 mg of BrdU (B5002, Sigma) 30 min prior to the splenic GC assessment. Splenic single-cell suspensions were stained for surface markers before processing with BrdU flow kit (BD Biosciences), Click-iT EdU-Pacific Blue kit (Thermo Fisher), and SYTOX AADvanced Ready Flow Reagent according to manufacturers’ instructions. Cells were labeled with 5 μM CTV, CellTrace Yellow, CellTrace FarRed, or CellTrace CFSE (Thermo Fisher) and dilution of the CellTrace label was used to assess ex vivo proliferation of B and T cells at indicated time points. For Fig. 5D, the percentage of T cells within each CTV dilution peak was used to calculate the proportion of T cells that underwent at least one cell division, at least two cell divisions, etc.

### Flow cytometry

Single-cell suspensions were prepared from mouse MLN or spleens and stained as previously described (56). Briefly, tissue was mechanically disrupted using a sterile 3 ml syringe plunger. Dissociated cells were passed through a sterile 70 μm cell strainer and centrifuged at 300 x *g* for 10 minutes at 4°C. Cells were resuspended in RPMI and counted using a hemocytometer. PBS or HBSS with 20 mM HEPES, 10% FCS, and 0.05% sodium azide was used as a flow cytometry staining buffer. To stain cell surface markers, cells were incubated on ice for 25 min with appropriate dilutions of antibodies or antigens, as necessary. Antibody clones, sources, fluorescent labels and dilutions are listed in data S3. Near Infrared and Aqua dyes from BioLegend Zombie Live/Dead cell kits were used to identify dead cells. Cells were incubated with HEL (Sigma) at a concentration of 250 ng/ml followed by detection with HyHEL9 to identify HEL^+^ cells. For intracellular staining, BD CytoFix, CytoFix/CytoPerm, and Perm/Wash Buffer I were used according to the manufacturer’s instructions. Eα(52-68) peptide–bound I-A^b^ was assayed using the Y-Ae antibody (33) and HEL(46-61) peptide–bound I-A^k^ was measured using the C4H3 antibody (34). All flow cytometry data were recorded on a BD FACSCanto™ 10-Color flow cytometer using the BD FACSDiva software and analyzed using BD FlowJo.

### scRNASeq sample preparation

Magnetically enriched BCL2.Tg CD45.2^+^ *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ and CD45.1^+^ *Dock8*^wt/wt^ MD4 splenic B cells were adoptively transferred into CD45.1^+^ WT recipients before immunization with SRBC-HEL. On day 8, splenic B cells were first enriched by magnetic sorting on LS columns using standard Miltenyi kits. Purified B cells from three mice per group were multiplexed by hashtag-labeling with BioLegend TotalSeq-B antibodies B0301 #155831, B0302 #155833, B0303 #155835, B0304 #155837, B0305 #155839, B0306 #155841 before sorting CD45.1^+^ *Dock8*^wt/wt^ and CD45.2^+^ BCL2.Tg *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ MD4 HEL^+^ CD95^+^ GC B cells by flow cytometry using the BD FACSAria™ Fusion Cell Sorter. 

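*Dock8* mRNA gives no firm check of the group labels, since the mutation was induced by ENU and 3' counts need not fall with it. *Dock8* (ENSMUSG00000052085, chromosome 19 of GRCm38 from 24999534 to 25202432) was at 93.6 ± 8.79 CPM (its UMIs scaled to the same total in each mouse; SD, n = 3) in CD45.2+ cells of the mice labelled *Dock8* wt/wt and at 100.1 ± 4.90 (SD, n = 3) in those labelled *Dock8* cpm/cpm. Within CD45.2+ clusters the fitted log2 fold change was negative in every test, the direction of the labels. It lay between -1.02, in LZ1 with hashtag values normalized over each cell, and -0.08, in LZ2 under the 3-fold rule. *Dock8* was called only in that LZ1 comparison (adjusted p = 0.0154 from edgeR). The tests of one cluster share cells across settings, and the CPM of the mice did not always follow. In EarlyGC1 of the planned processing the mice labelled *Dock8* wt/wt had 127, 126 and 139 CPM. Those labelled *Dock8* cpm/cpm had 133, 159 and 101 CPM. *Xist*, which is expressed from the inactive X chromosome of female cells, had a count in 97.7% ± 0.285 (SD, n = 3) of CD45.2+ cells of the mice labelled *Dock8* wt/wt and in 62.5% ± 6.97 (SD, n = 3) of those labelled *Dock8* cpm/cpm. Y-linked genes had a count in 3.60% ± 0.262 (SD, n = 3) and 57.7% ± 0.815 (SD, n = 3) of these cells. The paper's note to Data S2 gives the opposite sexes, male for WT and female for DOCK8-deficient cells. Groups are therefore named as the authors' hashtag table labels them, and every direction between the groups rests on those labels.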

Multiplexed CD45.1^+^ and CD45.2^+^ GC B cell samples were processed using the 10X-Genomics scRNASeq sequencing platform. 

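The mRNA matrices hold 24241 CD45.2+ and 5232 CD45.1+ cell barcodes. The hashtag matrices come from a separate run and cover 14617 and 4857 of these. The smallest hashtag total of a covered barcode is 1498 counts for CD45.2+ and 1905 for CD45.1+ cells, so the deposited hashtag counts begin at a minimum. The remaining 9624 CD45.2+ and 375 CD45.1+ barcodes cannot be given to a mouse and enter no comparison between the groups.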

5,430 CD45.1^+^ *Dock8*^wt/wt^ MD4 cells and 24,444 CD45.2^+^ *Dock8*^wt/wt^ and *Dock8*^cpm/cpm^ BCL2.Tg MD4 cells were captured and sequenced as two independent samples.

### scRNASeq data analysis

Single cell sequencing outputs were mapped to transcriptome mm10-2020-A and quantified with 10XGenomics CellRanger v5.0.1. The EmptyDroplets algorithm was used to call cells and a Seurat object was created from the gene expression (RNA) and hashtag oligo (HTO) libraries by filtering on cell barcodes identified in the RNA assay via CellRanger. Seurat v4.0 or higher R packages were used for further analyses (57). The HTO assay was CLR-normalized and demultiplexed using HTODemux to identify doublets, singlets and negative cells. Samples were filtered on the RNA assay for mitochondrial genes (<10%) and number of features (>100 and <5500) with 3,159 CD45.1^+^ and 12,758 CD45.2^+^ single cells available for downstream analyses.

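HTODemux on hashtag values normalized over each hashtag, at its preset quantile of 0.99, called 6569 singlets, 8048 doublets and 0 negative barcodes among CD45.2+ cells, and 3294, 1562 and 1 among CD45.1+ cells. Of the 2813 CD45.2+ barcodes with hashtag counts and a Y-linked count that passed the filter, 87.9% were called doublets, against 55.1% of all 14439. On all barcodes of the mRNA matrices, with or without hashtag counts, the same filter leaves 23467 CD45.2+ and 5083 CD45.1+. With hashtag values normalized over each cell, 8602 CD45.2+ and 1537 CD45.1+ singlets passed it. The 3-fold hashtag rule kept 8831 and 4453.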

The CD45.1^+^ and CD45.2^+^ datasets were integrated and the RNA assay in the integrated sample of 15,917 single cells was normalized using SCTransform before guided clustering, dimensionality reduction and data visualization. 

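The libraries were merged, normalized with SCTransform on 3000 variable genes and clustered on 30 principal components without batch correction, since the text names no integration method. The 6 genes *Xist*, *Tsix*, *Ddx3y*, *Uty*, *Eif2s3y* and *Kdm5d* were left out of the variable genes, because the groups differ in them. Integration by reciprocal PCA gave 16 clusters as well, with an LZ4 cluster of its own, in which the CD45.2+ difference between the groups was 6.00 points.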

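The depth of the sums over LZ and DZ cells sets what the comparison between the groups could detect. In CD45.2+ cells they came from 579, 1010 and 577 cells with 5965701, 7215679 and 5768567 UMIs in the mice labelled *Dock8* wt/wt, and from 37, 20 and 40 cells with 248690, 187726 and 353591 UMIs in the mice labelled *Dock8* cpm/cpm. In CD45.1+ cells they came from 210, 293 and 357 cells against 383, 204 and 347. When 200 of the 9476 genes of the CD45.2+ comparison were changed in simulated counts of this depth, edgeR recovered 36.5% of them at a 2-fold and 75.0% at a 4-fold change. For the 8172 genes of the CD45.1+ comparison, 81% and 96% were recovered.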

Differential RNA expression analysis and GSEA were performed on log-normalized or raw RNA counts using either FindMarkers within Seurat or muscat v1.4.0b (58), respectively. Publicly available Gene Expression Omnibus (GEO) datasets used for GSEA are indicated in figs. S1 and S2. Cells were assigned to specific GC states (LZ, DZ) or cell cycle states (G1/S/G2M) by scoring cells based on their similarity with gene expression profiles distinguishing these states using previously reported transcriptome data (59–61). Pseudotime scores and trajectory were analyzed using the Monocle package (62).

Six clusters identified at resolution 0.1 and 19 clusters identified at resolution 0.9 were assigned to specific GC cell subsets based on previously described gene expression profiles. Heatmap for top5 DEG and the top20 marker list (data S1) were used for preliminary identification of each cluster. At resolution 0.9, clusters were further annotated using landmark genes as follows: four PC/PB clusters characterized by higher expression of *Ighm, Igkc, Jchain, Prdm1*, and *Sdc1*, one T cell cluster, nine GC B cell clusters enriched for markers such as *Fas, Mef2b, Efnb1*, and *Bcl6* expression, and five early/activated/memory-like clusters. 

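In the PC2 cluster of CD45.2+ cells, *Ighm* stood at 81915 ± 5503 CPM, *Igkc* at 266836 ± 13477 and *Jchain* at 38562 ± 1669 (SD, n = 3 mice). *Xbp1* was at 1825 ± 153 CPM, *Prdm1* at 121 ± 21.5 and *Sdc1* at 124 ± 9.19 (SD, n = 3), all far above their levels in LZ cells. *Ighm*, *Igkc*, *Jchain* and *Xbp1* are in the marker list that gave PC2 its name. The GC genes *Fas*, *Mef2b*, *Efnb1* and *Bcl6* had a higher mean over the GC clusters than over EarlyGC1 for 4 of the 4. *Mef2b* was at 189 ± 19.2 CPM (SD, n = 3) in LZ2 and 15.6 ± 8.70 (SD, n = 6) in EarlyGC1, and *Fas* at 112 ± 37.9 (SD, n = 3) and 29.4 ± 13.4 (SD, n = 6). T cells held *Fas* at 72.3 ± 30.5 CPM (SD, n = 3).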

The GC B cell clusters included four DZ clusters, with markers of proliferation and somatic hypermutation, namely, *Pcna, Ezh2, Cxcr4*, and *Aicda*, and five LZ clusters, with higher expression of transcripts for a T cell–mediated selection/activation signature such as *Cd83, Cd86, Icam1, Slamf1*, and *Cd40*. 

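For each of *Pcna*, *Ezh2* and *Cxcr4* the mean of CD45.2+ cells was higher in DZ than in LZ clusters. In DZ2 *Pcna* was at 392 ± 7.09 CPM and *Ezh2* at 239 ± 10.7 (SD, n = 3 mice), against 87.5 ± 12.5 and 43.6 ± 7.17 (SD, n = 3) in LZ4. Among the LZ clusters the selection genes were highest in LZ2 for 4 of 5. *Icam1* was at 117 ± 6.32 CPM (SD, n = 3) in LZ2, 104 ± 27.9 (SD, n = 4) in LZ1 and 44.1 ± 1.88 (SD, n = 3) in LZ4. *Slamf1* was at 148 ± 26.8, 87.2 ± 30.9 and 107 ± 13.0 in the same order. *Cd40* was highest in LZ1, at 133 ± 31.2 (SD, n = 4), with 94.9 ± 18.8 (SD, n = 3) in LZ2.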

DEG between the five LZ clusters were used to further characterize LZ2 and LZ3 as expressing activation markers: *Cd83, Cd86, Akt1, Pik3ap1, Pten*, and *Cd69*; LZ2 enriched for markers of recent T cell help: *Slamf1, Cd40, Icam1, Icosl, Batf, Nfkbid, Nfkbia*, and *Rel*; and LZ3 and LZ4 enriched for expression of DZ or cyclic re-entry markers: *Cxcr4, Foxo1, Aicda, Ccnd3*, and *Rhoh*. Memory precursor markers *Bach2, Bcl6, Klf2*, and *Zbtb20* were higher in LZ3, LZ4, and LZ-to-PrePC_Memory clusters. PC/PB markers *Ighm, Igkc, Jchain, Xbp1, Prdm1*, and *Sdc1* were high in LZ-to-PrePC_Memory.

### Ex vivo culture system

MD4 splenic B cells and CD4 T cells from spleens and MLN were purified by magnetic sorting on LS columns using standard Miltenyi kits according to the manufacturer’s protocol. Cells were cultured in RPMI-1640 medium with 100 mM non-essential amino acids, 20 mM HEPES buffer, 10% FCS, 100 U/ml of penicillin, 100 μg/ml of streptomycin, 2 mM L-glutamine, and 100 mM 2-mercaptoethanol. Unless otherwise stated, 2×10^5^ B cells and 1×10^5^ T cells were labeled with cell proliferation dyes and cultured for indicated time periods and with indicated antigens/reagents in U-bottom 96-well plates (Greiner) at 37°C and 5% CO_2_.

### Antigen-processing and conjugate-formation assays

For antigen-processing assays, splenic B cells were loaded with CellTrace dye, incubated with antigen for 4 hours and washed before staining for surface pMHC complexes. For the flow-based conjugate formation assay, *Dock8*^wt/wt^ and *Dock8*^cpm/cpm^ MD4 B cells were labeled with CellTrace dye and cultured with indicated antigens and WT OTII CD4 T cells for 16 hours. Conjugates were fixed with CytoFix (BD) on ice for 15 min before washing and staining for surface markers, prior to analysis by flow cytometry.

### Microscopy and live-cell imaging

For live-cell imaging assays of B–T conjugate formation, *Dock8*^wt/wt^ and *Dock8*^cpm/cpm^ MD4 splenic B cells were sorted and labeled with indicated CellTrace dyes. B cells were incubated with OVAHEL antigen for 6–12 hours before washing and transferring 2×10^5^ cells each to fibronectin-coated chamber slides. CellTrace dye-labeled or GFP^+^ WT OTII CD4 T cells and warm RPMI-1640 medium without phenol red and with 20 mM HEPES were added to each well prior to imaging. Conjugate formation was monitored in real-time using a Leica SP8 WLL SMD-X point scanning confocal microscope. Images were recorded at 37°C every 30 s for 2 hours at a time, for a total period of 8–10 hours and across 9–18 frames. Images were acquired using the Leica Application Suite X (LASX) software, a 60X 1.4NA oil immersion objective, and 405-nm, 488-nm, 561-nm, and 470–670-nm lasers. Inbuilt PMT and HyD detectors and the spectral detector array were used to record data. All microscopy imaging data were analyzed using the Fiji (ImageJ) software package (63).

To assess actin cytoskeleton status in B–T cell conjugates, MD4 splenic B cells were differentiated to GC-like CD95^+^GL7^+^ B cells with 5 μg/ml of anti-CD40, 20 ng/ml of IL-4, and 20 ng/ml of IL-21 for 48–72 hours at 37°C and 5% CO_2_. GC-like B cells were incubated with 10 ng/ml of OVAHEL antigen for 6–12 hours, loaded with SiR-actin and CellTrace dyes according to manufacturer’s instructions and mixed with WT OTII CD4 T cells. B–T cell conjugates on fibronectin-coated surfaces were imaged at 37°C and 5% CO_2_ in RPMI-1640 medium without phenol red and buffered with 20 mM HEPES as described above. For each B–T cell conjugate, data were recorded either with *x*-, *y*-, and *z*-coordinates or as a time-series with *x*- and *y*-coordinates. Leica SP8 FALCON point-scanning confocal microscope equipped with a LASX module, a 60X 1.3NA water immersion objective, four HyD detectors, and 405-nm, 488-nm, 561-nm, and 633-nm lasers were used to record data B–T cell conjugates. Data were analyzed using the Fiji (ImageJ) software with the 3D Viewer plugin (63). The number of actin projections at the B–T cell interface from 13 *Dock8*^wt/wt^ and 20 *Dock8*^cpm/cpm^ MD4 B cells were independently enumerated by a researcher who was not involved with the recording of the data and was therefore blinded regarding the B cell genotypes.

For the B cell–spreading assay, *Dock8*^wt/wt^ and *Dock8*^cpm/cpm^ MD4 splenic B cells were activated with 5 μg/ml of anti-IgM, 5 μg/ml of anti-CD40, 20 ng/ml of IL-4, and 20 ng/ml of IL-21 for 48–72 hours to induce a GC-like phenotype. CD95^+^ GL7^+^ MD4 B cells were allowed to adhere to and spread on anti-CD44-coated chamber slides before fixing cells with BD Cytofix/Cytoperm. Cells were washed and stained with Flash Phalloidin Red 594 and an anti-tubulin-beta 3 antibody. Images were recorded on a Leica SP8 FALCON point-scanning confocal microscope using a 60X 1.3NA water immersion objective, four HyD detectors, and 405-nm, 488-nm, 561-nm, and 633-nm lasers. Data were recorded using the LASX software and analyzed using the Fiji (ImageJ) software (63).

### Tissue immunofluorescence

CD45.1^+^ *Dock8*^wt/wt^ recipients were immunized with SRBC-HEL 1 day after transfer of *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ BCL2.Tg GFP^+^ MD4 splenic B cells. Spleens were collected on day 8, fixed, dehydrated, and frozen before sectioning at 10–20 μm. Sections were processed as previously described (64) and stained for expression of IgD and the follicular dendritic cell marker FDC-M2. Prolong Glass or Prolong Diamond Antifade mountant were used to mount samples prior to storing or imaging. Images were recorded on a Leica SP8 FALCON point-scanning confocal microscope using a 20X 0.7NA air objective and a 60X 1.3NA water immersion objective with four HyD detectors, and 405-nm, 488-nm, 561-nm, and 633-nm lasers. Data were recorded using the LASX software and analyzed using the Fiji (ImageJ) software (63).

### Statistical and other data analysis

Flow cytometry data were recorded using BD FACSDiva and analyzed with BD FlowJo. Microscopy imaging data were recorded using the Leica proprietary LASX software and analyzed using open-source Fiji (ImageJ) software (63). Microsoft Excel and GraphPad Prism 8 or higher were used for statistical analyses. All data values are represented in the figures where possible and are provided in the supplementary materials (data S4). The figure legends and the supplementary materials provide information on sample size, number of independent replicates, and confidence intervals. Unpaired *t* tests with Welch’s correction were used to compare two groups and ordinary one-way or two-way analysis of variance (ANOVA) was used when comparing three or more groups for statistical testing. Post-hoc tests were performed when an overall statistically significant *P*-value was reported for the ANOVA. *P*-value thresholds are indicated in figure legends. A result was considered significant if the *P*-value was less than 0.05. Testing parameters were corrected for multiple *t* tests using the Holm–Šídák method and for ANOVA using Tukey’s or Šídák post-hoc multiple-comparisons tests.

## Supplementary Material

data files S1 to S4

movies S1 to S11

supplementary materials (including fig. S1 to s9)

## Figures and Tables

**Fig. 1:**
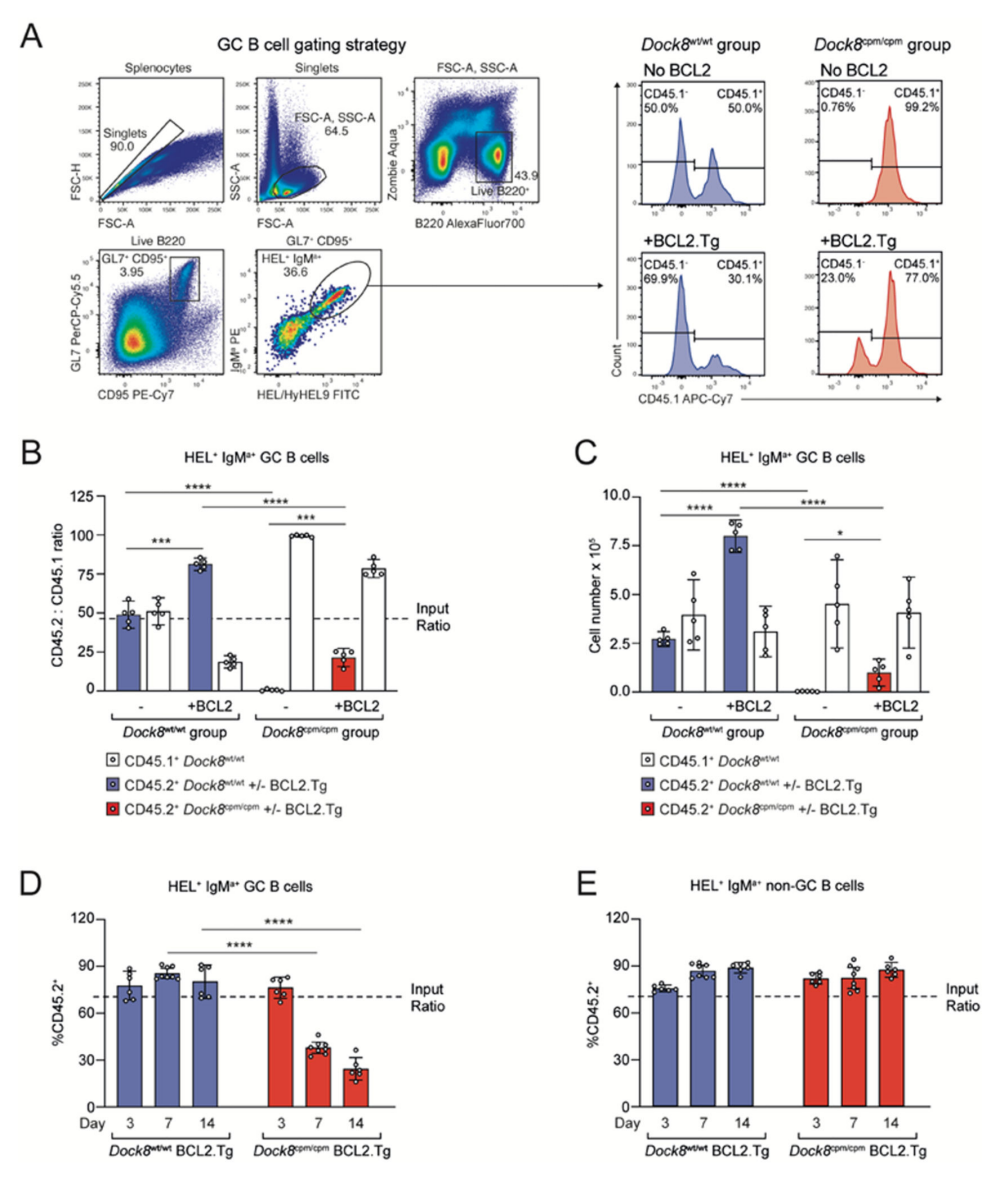
BCL2 partially rescues the loss of DOCK8-deficient GC B cells. CD45.2^+^ *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ MD4 splenic B cells, with or without BCL2.Tg, were mixed 50:50 with CD45.1^+^ *Dock8*^wt/wt^ MD4 splenic B cells and adoptively transferred into CD45.1^+^ *Dock8*^wt/wt^ C57BL/6 recipients 1 day prior to immunization with SRBC-HEL. Splenic GC populations were analyzed on day 8. (**A**) Gating strategy to identify live CD95^+^GL7^+^IgM^a+^ HEL/HyHEL9^+^(HEL^+^) MD4 splenic GC B cells (left) and representative histograms showing the contribution of CD45.1^+^ and CD45.2^+^ MD4 B cells to the GC. (**B**) Ratios and (**C**) numbers of splenic HEL^+^ GC B cells recovered from indicated groups on day 8 post-immunization. (A to C) Data are representative of three independent experiments, each with *n* = 5 mice per group. (**D** and **E**) CD45.1^+^ *Dock8*^wt/wt^ mice received 70:30 mixtures of CD45.2^+^ BCL2.Tg *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ MD4 splenic B cells with CD45.1^+^ *Dock8*^wt/wt^ MD4 splenic B cells, 1 day prior to immunization with SRBC-HEL. Ratio of HEL^+^IgM^a+^ splenic (D) GC and (E) non-GC B cells at indicated days post-immunization. Data are pooled from two independent experiments, each with *n* = 3–4 mice per group. (B to E) Circles represent individual mice and bars show means with 95% confidence intervals. Statistics are reported as *P<0.05, ***P<0.001, and ****P<0.0001 by unpaired two-tailed Welch’s *t* test.

**Fig. 2:**
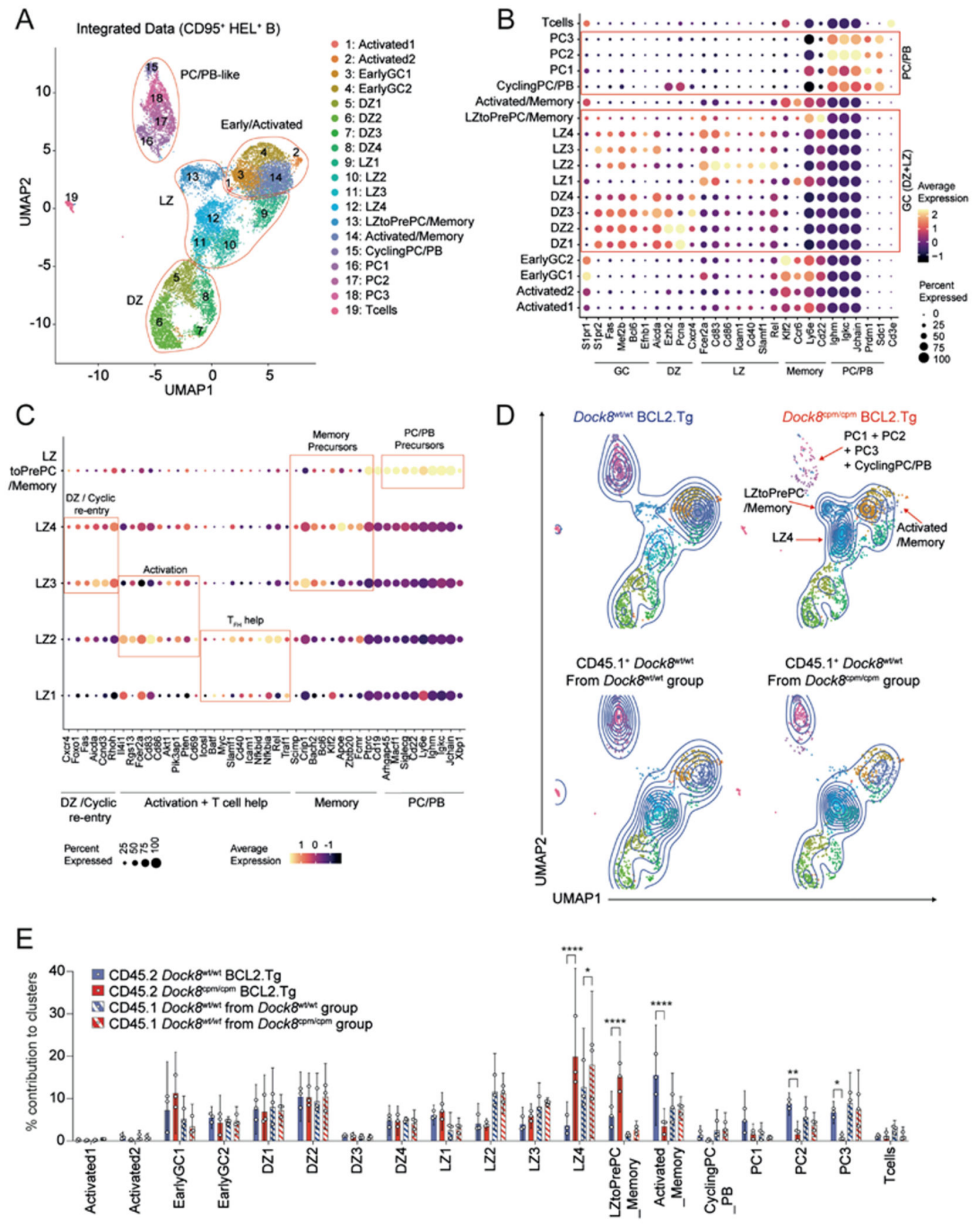
DOCK8-deficient GC B cells accumulate in late LZ clusters enriched for early PC/Memory cell signatures. (**A**) UMAP for the integrated dataset of HEL^+^IgM^a+^CD95^+^ splenic MD4 B cells from six CD45.1 *Dock8*^wt/wt^ samples, three CD45.2^+^ BCL2.Tg *Dock8*^cpm/cpm^ samples, and three CD45.2^+^ BCL2.Tg *Dock8*^wt/wt^ samples showing 19 clusters at resolution 0.9. Clusters are numbered and cells are colored according to cluster identity. (**B**) Differential expression of indicated marker genes across 19 clusters in the integrated dataset. (**C**) DEG between the five LZ clusters. (**D**) UMAP contour plots of the CD45.2^+^ BCL2.Tg subset (upper panel, *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ samples) and the CD45.1^+^ subset (lower panel, *Dock8*^wt/wt^ samples from the *Dock8*^wt/wt^ and the *Dock8*^cpm/cpm^ groups) with the 19 clusters colored as in (A). (**E**) Distribution of CD45.2^+^ (*Dock8*^wt/wt^ and *Dock8*^cpm/cpm^) and CD45.1^+^ (*Dock8*^wt/wt^) B cells across the 19 clusters. Circles represent individual mice (*n* = 3) and bars indicate means with 95% confidence intervals. Data were analyzed using two-way ANOVA followed by Tukey’s multiple-comparison test. Statistics are reported as *P<0.05, **P<0.01, and ****P<0.0001.

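Of the 4 genes that the paper names for LZ4, at resolution 1.2 and in CD45.2+ cells, *Apoe* (chromosome 7 of GRCm38 from 19696109 to 19699188) was at 749 ± 384 CPM (SD, n = 3) in LZ4 against 327 ± 184 (SD, n = 3) in LZ2, and *Zbtb20* (chromosome 16 from 42875881 to 43642602) at 133 ± 91.2 against 113 ± 43.1 (SD, n = 3) in LZtoPrePC/Memory, where the second pair lies within the spread between mice. *Fcmr* (chromosome 1 from 130865669 to 130880791) was at 209 ± 50.9 in LZ4 and 231 ± 96.8 in LZ2 (SD, n = 3). *Klf2* (chromosome 8 from 72319033 to 72321656) was at 334 ± 88.4 in LZ4, 637 ± 148 in LZtoPrePC/Memory and 944 ± 109 (SD, n = 6) in EarlyGC1. Of the 7 genes named for LZtoPrePC/Memory, 6 were highest there among the LZ clusters. *Macf1* was at 872 ± 203 CPM (SD, n = 3) there and 320 ± 26.7 (SD, n = 3) in LZ4, *Cd22* at 1094 ± 36.3 and 434 ± 41.9, and *Arhgap45* at 778 ± 40.4 and 287 ± 24.9. *Irf4* was at 65.5 ± 8.20 CPM (SD, n = 3) and was highest in LZ1, at 72.4 ± 20.7 (SD, n = 4). *Arhgap45*, *Macf1*, *Siglecg* and *Cd22* are in the marker list that gave LZtoPrePC/Memory its name. *Apoe*, *Zbtb20* and *Fcmr* are in that of LZ4. The naming favours high levels of these genes in these clusters, so their ranks are not independent evidence.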

**Fig. 3:**
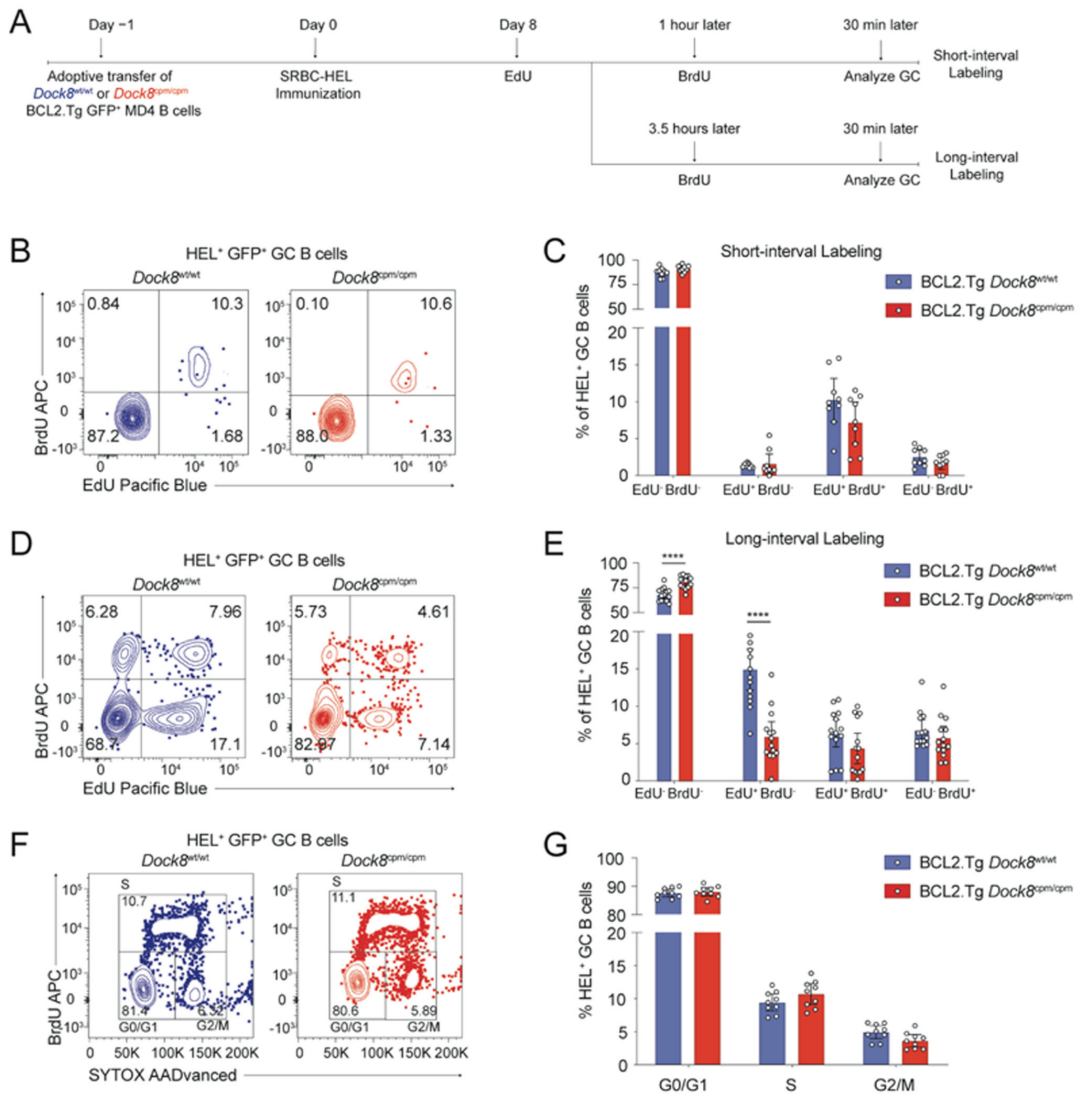
DOCK8 supports GC B cell survival but is not required for cell-cycle progression. (**A**) Schematic for adoptive transfer of *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ BCL2.Tg GFP^+^ MD4 B cells into C57BL/6 recipients 1 day prior to immunization with SRBC-HEL. On day 8, mice were administered the first nucleotide label (2 mg of EdU), followed by a second nucleotide label (3 mg of BrdU) after an interval of either 1 or 3.5 hours. Splenic B cells were assessed for GC status 30 min after the BrdU dose. (**B** and **D**) Representative contour plots for EdU and BrdU incorporation by MD4 GC B cells (Live B220^+^CD95^+^GL7^+^IgM^a+^GFP^+^ HEL^+^) at (B) 1.5 and (D) 4 hours after the first EdU dose. (**C** and **E**) Proportion of unlabeled, BrdU^+^, EdU^+^, and BrdU^+^EdU^+^ cells from samples as in (B and D), respectively. Data pooled from (C) two and (E) three independent experiments with *n* = 3–6 mice per group. (**F**) Representative contour plots for B220^+^CD95^+^GL7^+^IgM^a+^GFP^+^HEL^+^ B cells in G0/G1, S, and G2/M cell cycle stages. (**G**) Proportion of cells in each cell cycle stage 30 min after BrdU dose with data pooled from two independent experiments with *n* = 4–5 mice per group. (C, E and G) Circles represent individual mice and bars show means with 95% confidence intervals. Unpaired two-tailed Welch’s *t* tests, corrected for multiple comparisons using the Holm–Šídák method were used for analysis with ****P<0.0001.

**Fig. 4:**
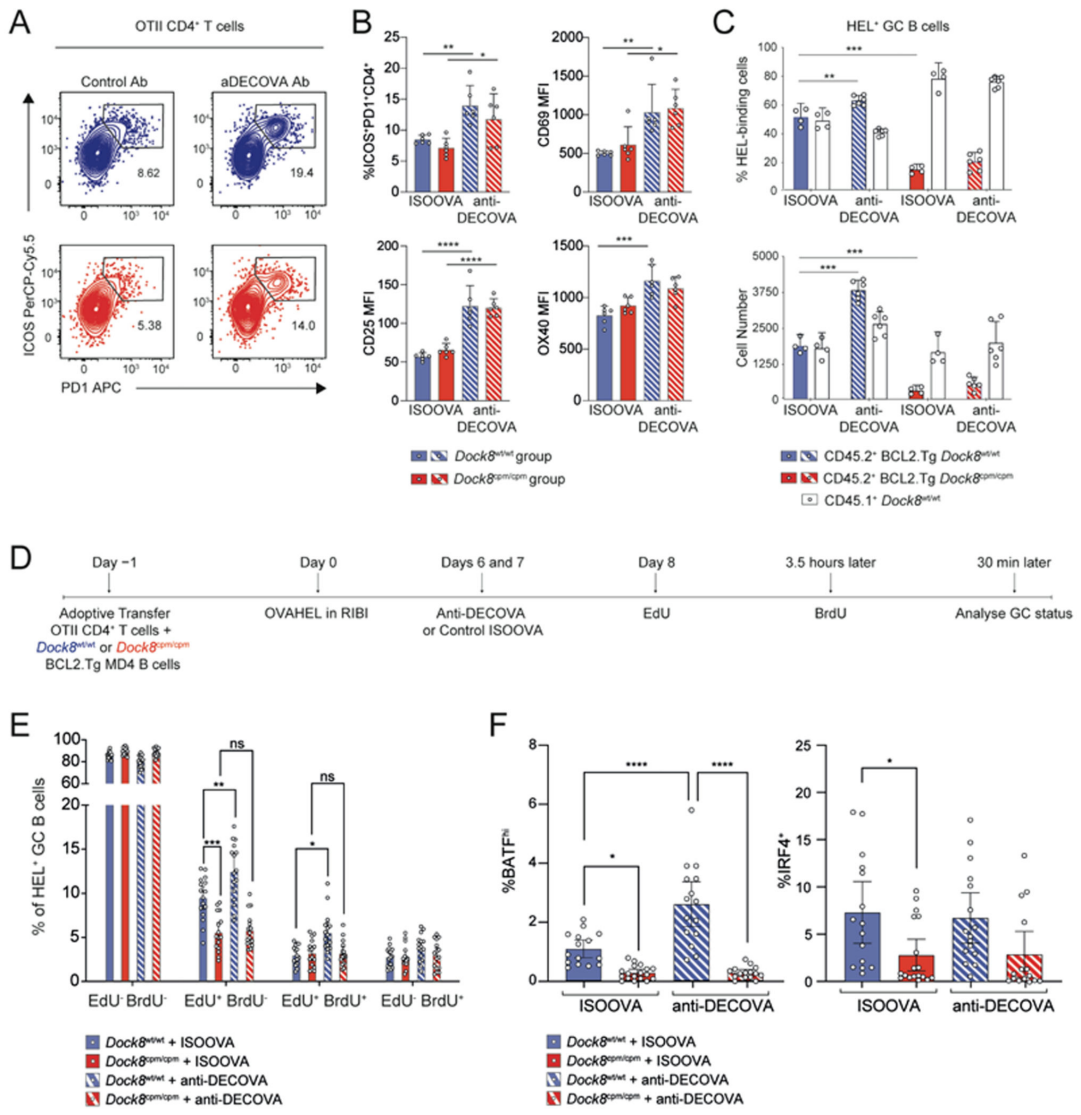
DOCK8-deficient GC B cells are deficient in acquiring T cell help. (**A** to **C**) CD45.2^+^ *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ BCL2.Tg GFP^+^ MD4 splenic B cells were mixed 50:50 with CD45.1^+^ *Dock8*^wt/wt^ MD4 splenic B cells, and transferred with WT OTII CD4 T cells into CD45.1^+^ *Dock8*^wt/wt^ C57BL/6 recipients one day prior to immunization with OVAHEL antigen. Either ISOOVA or anti-DECOVA antibodies were administered on days 6 and 7 post-immunization, and splenic GC status was evaluated on day 8. (A) Representative contour plots for WT TCRVα2^+^ CD45.2^+^CD4^+^ OTII splenic T cells from *Dock8*^wt/wt^ (top, in blue) or *Dock8*^cpm/cpm^ (bottom, in red). (B) Proportion of ICOS^+^PD1^+^CD4^+^ T_FH_ cells with their activation status. Data are representative of two independent experiments with 4–6 mice per group. (C) Ratios (top) and cell numbers (bottom) of CD45.1^+^ *Dock8*^wt/wt^ and CD45.2^+^GFP^+^ BCL2.Tg *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ HEL^+^ GC B cells from ISOOVA and anti-DECOVA groups. Data are representative of four independent experiments with *n* = 4–6 mice per group. (**D**) Schematic for adoptive transfer of *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ BCL2.Tg GFP^+^ MD4 splenic B cells mixed with WT OTII CD4 T cells one day prior to immunization with OVAHEL. Mice received antibody treatment and EdU/BrdU at indicated time points before analysis of splenic GC status. (**E**) Proportion of EdU- and/or BrdU-labeled and (**F**) proportion of BATF^hi^ or IRF4^+^CD45.2^+^ HEL^+^ GC B cells from mice treated as in (D). Data are pooled from three independent experiments with *n* = 4–7 mice per group. (B, C, E, and F) Symbols indicate individual mice and error bars indicate 95% confidence intervals. Statistical analyses using ANOVA with Tukey’s or Šídák’s multiple-comparison test are reported with *P<0.05, **P<0.01, ***P<0.001, and ****P<0.0001.

**Fig. 5:**
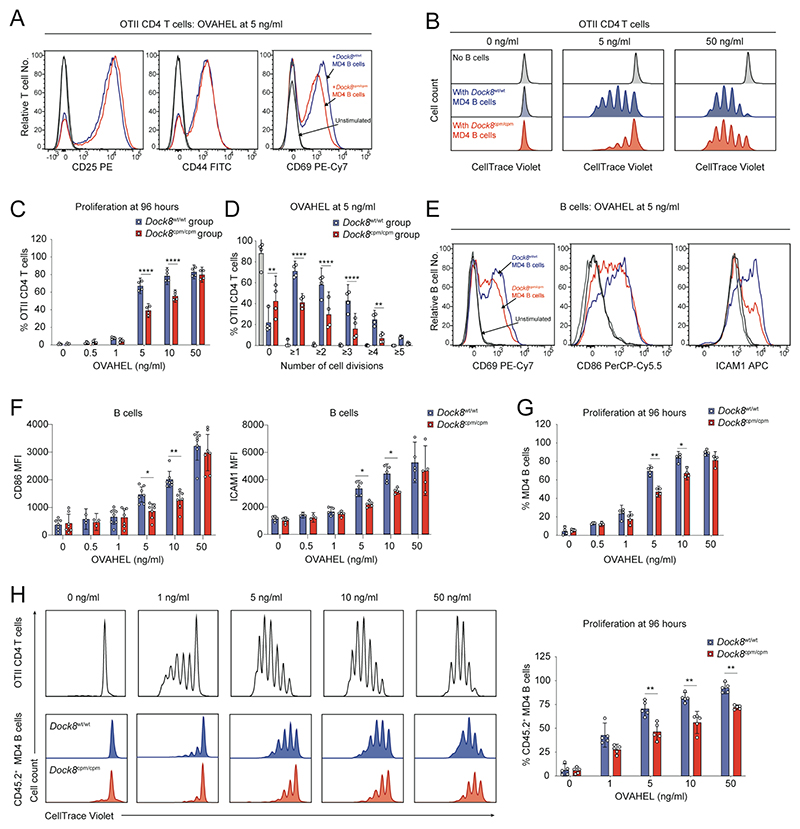
DOCK8 is required for B and T cell activation when antigen is limiting. (**A**) Representative histograms of activation markers at 16 hours and (**B**) of proliferation at 96 hours for WT OTII CD4 T cells cultured with *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ MD4 splenic B cells at indicated levels of OVAHEL. (**C**) Proliferation of WT OTII CD4 T cells at indicated levels of OVAHEL and (**D**) proportion of T cells that have undergone indicated number of cell divisions with 5 ng/ml of OVAHEL at 96 hours. (**E**) Representative histograms and (**F**) expression levels of activation markers at 16 hours, and (**G**) proliferation at 96 hours of *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ MD4 splenic B cells cultured with WT OTII CD4 T cells at indicated levels of OVAHEL. Data in (A, B and E) are representative of four independent experiments. Data in (C, D, F, and G) are pooled from four independent experiments. (**H**) Representative histograms (left) and pooled data (right) for proliferation of OTII CD4 T cells and CD45.2^+^ MD4 B cells at 96 hours in mixed cultures of WT OTII CD4 T cells, CD45.1^+^ *Dock8*^wt/wt^ and CD45.2^+^ *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ MD4 splenic B cells at indicated levels of OVAHEL. Data are pooled from five independent experiments. Bars show means, symbols indicate data from individual experiments and error bars indicate 95% confidence intervals. Data were analyzed by two-way ANOVA with Tukey’s multiple-comparison test (C and D) and by unpaired Welch’s *t* tests corrected for multiple comparisons using the Holm–Šídák method (F to H) with *P<0.05, **P<0.01, and ****P <0.0001.

**Fig. 6:**
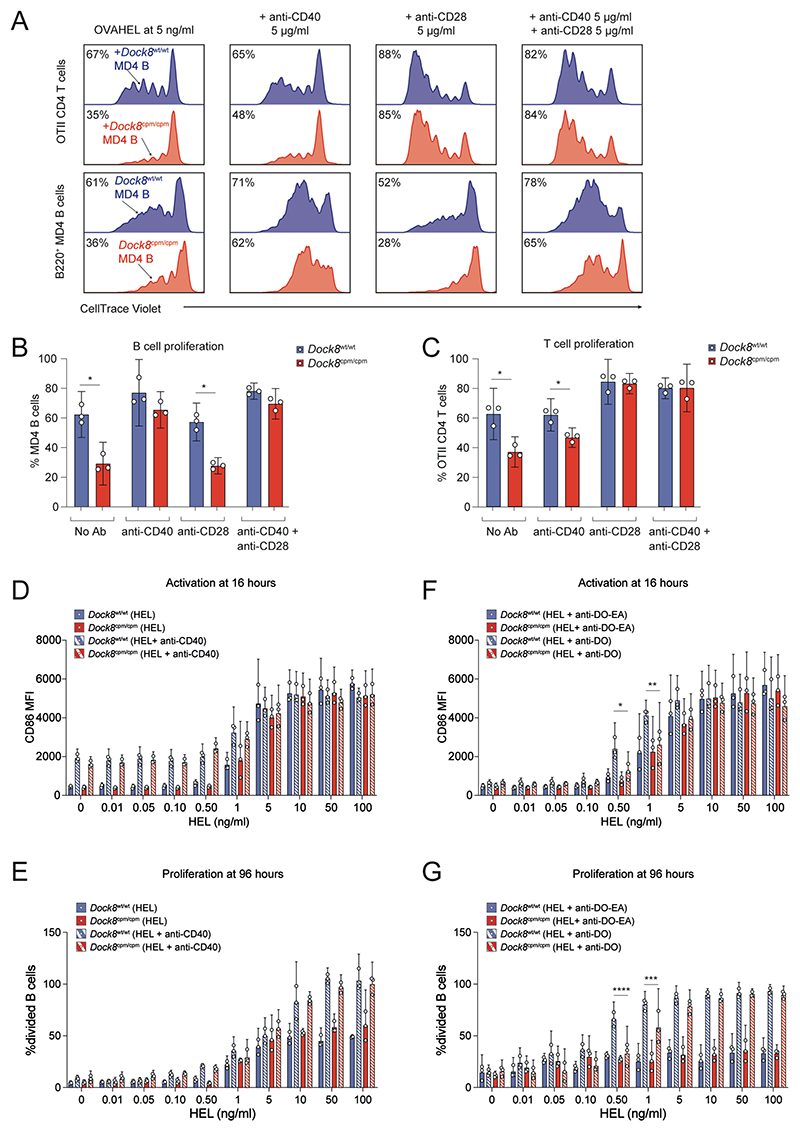
B cells require DOCK8 to integrate costimulatory signals and T cell help. (**A** to **C**) Mixtures of CD45.1^+^ *Dock8*^wt/wt^ (blue) and CD45.2^+^ *Dock8*^cpm/cpm^ (red) MD4 splenic B cells with WT OTII CD4 T cells were labeled with CTV and activated with 5 ng/ml of OVAHEL. (A) Proliferation of OTII CD4 T cells (upper panel) and MD4 B cells (lower panel) was assayed by CTV dilution at 96 hours in the presence of 5 μg/ml each of anti-CD40 or anti-CD28 or a combination of both. Numbers indicate proportion of cells that have proliferated, rounded to nearest integer. Pooled proliferation data for (B) MD4 B cells and (C) OTII CD4 T cells at 96 hours. Cells from two mice per group were used for each experiment and data are pooled from three independent experiments. Data were analyzed by unpaired *t* test with Welch’s correction, and with *P<0.05. (**D** to **G**) CTV-labeled mixtures of *Dock8*^wt/wt^ (blue) or *Dock8*^cpm/cpm^ (red) MD4 splenic B cells with OTII CD4 T cells were cultured with indicated HEL amounts. Pooled data for (D) CD86 expression and (E) proliferation of MD4 B cells with or without 5 μg/ml of anti-CD40. Pooled data for (F) CD86 expression and (G) proliferation of MD4 B cells in the presence of 10 μg/ml each of anti-DECOVA (DO) or anti-DECOVA-EA (DO-EA). Data were analyzed using two-way ANOVA with Šídák’s multiple comparisons test. Statistics are reported as *P<0.05, **P<0.01, ***P<0.001, and ****P <0.0001. (B to G) Cells were pooled from *n* = 2–3 donor mice per group per experiment and data are pooled from three independent experiments. Symbols indicate data from individual experiments, bars show means, and error bars indicate 95% confidence intervals.

**Fig. 7:**
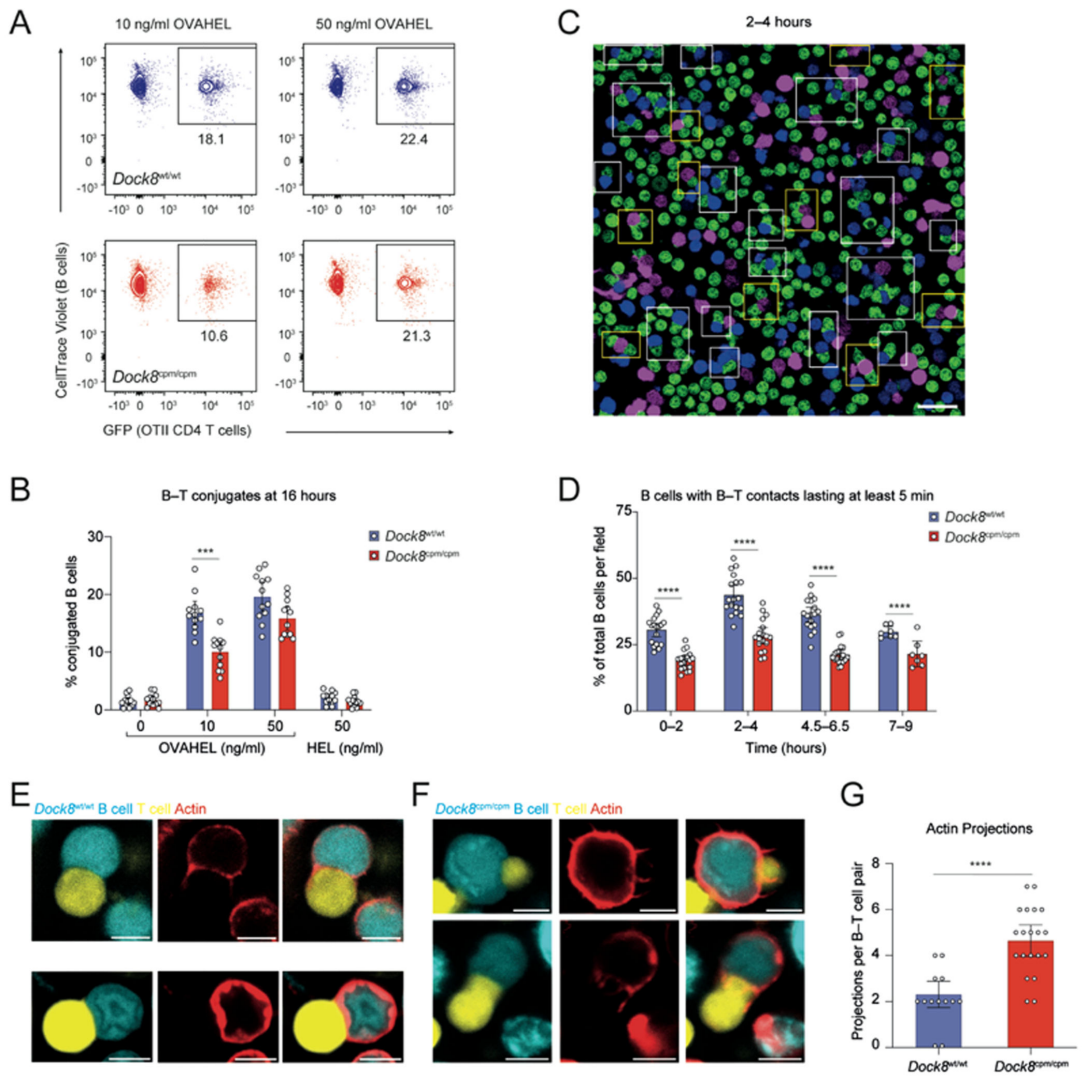
DOCK8 sustains long-lasting B and T cell contacts when antigen is limiting. (**A** and **B**) Purified CTV-labeled *Dock8*^wt/wt^ or *Dock8*^cpm/cpm^ MD4 splenic B cells were cultured with GFP^+^ OTII CD4 T cells and the indicated antigens. B–T cell conjugates quantified at 16 hours. (A) Representative plots and (B) pooled data from three experiments, each with *n* = 4 mice per group. Symbols indicate individual mice. (**C** and **D**) *Dock8*^wt/wt^ (blue) or *Dock8*^cpm/cpm^ (magenta) MD4 splenic B cells, incubated with 10 ng/ml of OVAHEL for 6–12 hours were mixed with OTII CD4 T cells (green). Images were recorded across 7–18 frames for 8–10 hours. (C) Representative image of B–T cell conjugates at 2–4 hours. White boxes indicate T cell conjugates with *Dock8*^wt/wt^ B cells and yellow boxes with *Dock8*^cpm/cpm^ B cells. (D) Proportion of B cells with B–T contacts lasting at least 5 min. Data are representative of three experiments. Cells were pooled from *n* = 2–3 mice per group and symbols indicate proportion of conjugates quantified per frame. (**E** to **G**) CFSE-labeled GC-like B cells (cyan), incubated with 10 ng/ml of OVAHEL for 6–12 hours and labeled with SiR-actin (red), were mixed with CTY-labeled OTII CD4 T cells (yellow) before recording B–T cell conjugates. Representative images for T cell conjugates with (E) *Dock8*^wt/wt^ and (F) *Dock8*^cpm/cpm^ B cells. (G) Data for actin projections at the interface of B–T cell conjugates, pooled from two experiments. Symbols indicate data from 13 *Dock8*^wt/wt^ and 20 *Dock8*^cpm/cpm^ B–T cell conjugates. Scale bars represent 20 μm for (C) and 5 μm for (E and F). For (B, D, and G) bars show means with 95% confidence intervals. Data analyzed by Welch’s *t* test (B and D) and Mann–Whitney test (G), with ***P<0.001 and ****P <0.0001.

## Data Availability

Single-cell RNA-sequencing data generated during this study (Fig. 2, and figs. S1 and S2) are available at the Gene Expression Omnibus database under accession number GSE269130. Data from microscopy experiments (Fig. 7 and figs. S3 and S8) are available in the main or supplementary figures or in the supplementary materials (movies S1 to S11). Experimental protocols and information about reagents used in this study are available in the Materials and Methods section, in data S3, or in indicated references. No new custom algorithms were generated in this study. Publicly available R packages were used for scRNASeq data analyses, including Seurat version 4.0 or higher (57), muscat v1.4.0b (58) and Monocle (62), and are indicated in the Materials and Methods section. All other data required to evaluate the conclusions of this study are available in the paper or in the supplementary materials, including raw data in data S4.

How the deposited data were processed for this re-analysis (not part of the article)

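Single-cell RNA sequencing covered 6 recipient mice, 3 per group, on day 8. CD45.1+ and CD45.2+ cells were sorted apart, and each sort gave 1 mRNA library and 1 hashtag library, 4 in all. The authors aligned reads to mm10 (GRCm38) with CellRanger 5.0.1, and the deposited counts are whole numbers of UMIs per gene and barcode and of hashtag counts per barcode, without normalization. The condition of each mouse was taken from the authors' hashtag table, which gives the group and mouse of the 6 hashtags. All columns of that table were used.

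Hashtag counts were CLR-normalized over each hashtag and assigned by HTODemux in Seurat 5.3.0 (R 4.3.3, Matrix 1.6.5, data.table 1.17.8) at its preset quantile of 0.99. Singlets with under 10% mitochondrial counts and between 100 and 5500 genes were kept, as in the paper. No further doublet step was part of the planned processing. Scrublet (scanpy 1.11.5, Python 3.11.15) called 4 of 6488 CD45.2+ and 5 of 3204 CD45.1+ cells at its own threshold, too few to have worked. The 6% of cells with the highest scores were therefore removed as an alternative, 389 CD45.2+ and 192 CD45.1+ cells.

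The libraries were merged, normalized with SCTransform (3000 variable genes) and clustered by the Louvain method on 30 principal components at resolutions 0.1 and 0.9, with seed 1. A cluster took the name of the Data S1 list that shared most genes with its 50 highest genes (fold over the other clusters with a pseudocount of 10 CPM, genes with a count in at least 0.1 of its cells), with at least 3 markers. This rule, the joint class LZ2 to LZ4 and the combination of the 3-fold hashtag rule with resolution 1.2 were set after the clusters were seen. The 3-fold rule itself was chosen after the hashtag counts and the cells per mouse were seen and before any cluster or gene was. A rule on the share of the highest hashtag was tried at the same point and not used further. LZ4 formed no cluster of its own at 0.9 in the planned processing, so its values come from resolution 1.2, an alternative set before the data were examined. Barcodes without hashtag counts were given to classes by their correlation with class means over 257 marker genes, which placed 89.1% of the clustered cells in their own class.

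The number of cells per cluster and mouse was tested with the quasi-likelihood test of edgeR 4.0.16, with the kept cells of the mouse as library size. Counts summed per mouse over the LZ and DZ clusters, or over 1 cluster, were tested by the same method with TMM normalization, filterByExpr and Benjamini-Hochberg adjustment at 0.05. DESeq2 1.42.0 was the second tool. A fit with mouse as block compared the CD45.2+ and CD45.1+ cells of one mouse between the groups. The percent of cells in each class was compared by two-sided exact permutation tests, which with 3 mice against 3 have 10 distinct splits and a smallest p of 0.1. Of the X- and Y-linked genes, 8 were counted apart. Genes named in the text are those the paper names for these data, *Dock8*, sex-linked genes, and in each comparison the 5 genes with the largest change among those called whose groups do not overlap. Some of the genes the paper names are not reported here. The values of Data S1, S2 and S4 had been seen when this rule was written. *Gm42418*, *Ighd* and the immunoglobulin genes tested beside *Igkc* were named after their values were seen. Gene positions come from GENCODE M21 on GRCm38. Exact permutation tests used scipy 1.17.1, tables pandas 2.3.3 and plots matplotlib 3.10.9.

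The tests were checked on simulated counts. For genes the recovered share is given with the depth. Cluster shares were drawn at the common dispersion of the data (0.171, a setting changed after a first simulation). A 4-fold rise in the mice labelled *Dock8* cpm/cpm was recovered in 65% and an 8-fold rise in 95% of 200 raised clusters. False calls were 0.857% and 0.5%. Falls of a share were not simulated, so these values do not tell how often a loss would be called. Depth limits the CD45.2+ cells of the mice labelled *Dock8* cpm/cpm most, since the smallest of them holds 44 cells. Intervals and limits of a count of 0 cover counting error only, at a level of 95% and 3 counts.

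The alternatives were resolutions 0.6 and 1.2, log-normalized counts with 2000 variable genes, reciprocal PCA, sex-linked genes kept, a filter at 5% mitochondrial counts and 500 genes, hashtag values normalized over each cell, TMM for cell numbers, DESeq2, no filter on low counts, a fit on all 4 groups, a log2 fold change minimum of 0.25, unthinned cells for phases, a minimum of 10 cells per mouse, and each mouse left out. The pseudotime analysis was not repeated.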

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

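The tests of donor differences, of free RNA, of other splits of the mice, of the Y-linked counts outside the hashtag table and of the doublet call were chosen after the results were seen, as were those of exchanged groups and sexes and the way the share of sex-linked genes is read, while those of cell damage, of hashtag totals and of *Xist* in cells without Y-linked counts were set before.

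The share of EarlyGC1 cells differed between CD45.2+ and CD45.1+ cells of one mouse by a log2 fold change of 1.70 (SE 0.481) between the mice labelled *Dock8* cpm/cpm and *Dock8* wt/wt, in edgeR's test of that difference. Of 10 splits of the 6 mice, 1 gave a cluster called, the real one, and with 10 splits chance cannot be excluded. The call was absent without *Dock8* cpm/cpm mouse 2 (adjusted p = 0.159 from edgeR) and without *Dock8* cpm/cpm mouse 3 (adjusted p = 0.160 from edgeR). Over the other settings the adjusted p of the EarlyGC1 clusters ranged from 0.00516 to 0.647 in edgeR. Shares sum to 100% within a sample, so that a fall of other classes raises this one. With TMM, which allows for such shifts, EarlyGC1 had a log2 fold change of 1.13 (SE 0.519, adjusted p = 0.101 from edgeR) and was not called, and a fall of other classes stays open as part of the cause. The mice labelled *Dock8* cpm/cpm gave 202 CD45.2+ cells against 6286, a difference in depth that goes with the groups. The genotype stays open as an explanation and was not tested beyond these labels.

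*Igkc* in LZ and DZ cells had a log2 fold change of -0.39 (SE 0.061) in the same kind of comparison. A candidate explanation is free RNA of PC/PB cells. The prediction was an equal fall of all secreted-antibody transcripts, which holds only where free RNA makes up a like part of each. *Jchain* had -0.38 (SE 0.115), but *Ighm* -0.21 (SE 0.086), *Iglv1* -0.35 (SE 0.522) and *Iglc1* -0.08 (SE 0.111). *Iglv1* is too imprecise to place. *Ighm* and *Iglc1* lie apart from *Igkc* by more than their SEs, while *Jchain* moved like *Igkc*. The part of free RNA in each transcript was not measured, so unequal falls do not exclude it. Free RNA is shared by all mice of a library, which argues against it as the whole cause. By these genes free RNA and a change in the cells cannot be told apart. Of the 10 splits of the mice, the real one included, 8 gave as many genes, so that chance cannot be excluded. *Igkc* was not called without *Dock8* wt/wt mouse 1 or *Dock8* wt/wt mouse 2, where edgeR called 0 genes (402 and 437 at an unadjusted p under 0.05), and DESeq2 was run on all mice only, where it called 1. With hashtag values normalized over each cell *Igkc* had -0.09 (SE 0.078, adjusted p = 0.946 from edgeR), and without the highest Scrublet scores -0.28 (SE 0.064, adjusted p = 0.342 from edgeR). Over all settings its adjusted p in edgeR ranged from 7.3e-11 to 0.946. Within EarlyGC1, compared between the CD45.2+ groups alone, *Igkc* was called with each mouse left out in turn and lost its call only under the stricter cell filter (adjusted p = 0.0692 from edgeR), while *Ighm* (-0.32, SE 0.096) and *Jchain* (-0.33, SE 0.128) were lower and not called.

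*Xist* had a log2 fold change of -1.83 (SE 0.125) in that comparison, and Y-linked genes were expressed in CD45.2+ cells of the mice labelled *Dock8* cpm/cpm, at 170 ± 18.7 CPM (SD, n = 3), against 4.80 ± 0.356 CPM (SD, n = 3) in those labelled *Dock8* wt/wt. The note to Data S2 states the opposite sexes. An exchange of the groups in the hashtag table alone is argued against by the PC/PB share, which differed by -16.3 points in the mice labelled *Dock8* cpm/cpm, the sign of the paper's Data S4. Sexes exchanged in the note, or groups exchanged in both the table and the paper's analysis, predict the same sex-linked counts. The 170 CPM cannot tell these apart. The numbers of CD45.2+ cells argue against the exchange of groups. Mice labelled *Dock8* cpm/cpm gave 44 to 101 cells against 1672 to 2607, and 160 to 481 against 2087 to 3486 under the 3-fold rule. In the paper's flow cytometry BCL2 rescued *Dock8* cpm/cpm GC B cells only in part (Fig. 1, B and C). Cells removed by the doublet call or the hashtag minimum may add to this gap. No sample was reassigned. In the mice labelled *Dock8* cpm/cpm, cells without a Y-linked count held *Xist* at 558 ± 91.7 CPM (SD, n = 3) and cells with one at 159 ± 8.63 CPM (SD, n = 3). The ratio was at least 3.17 in the 3 mice, where free RNA would give both a like level. The percent of cells with an *Xist* count did not follow this order, with 54.2%, 78.9% and 54.8% of the 24, 19 and 42 cells without a Y-linked count and 63.6%, 64.0% and 59.3% of the 33, 25 and 59 cells with one, higher without in 1 of 3 mice. The CPM are consistent with some cells of *Xist*-expressing mice having been given to the mice labelled *Dock8* cpm/cpm by their hashtag counts, which would make differences between the groups smaller. Among the genes called between the CD45.2+ groups over LZ and DZ cells, 80.0% belonged to the 8 sex-linked genes counted apart in the planned analysis. Any other X- or Y-linked gene was counted with the rest, so this share is a lower bound. This share was 45.5% with DESeq2 and 16.2% without the filter on low counts. Within EarlyGC1 it was 30.8% in the main fit, and between 6.90% (DESeq2) and 57.1% (stricter cell filter) in other settings. Sex as the source of most calls therefore stays open.

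LZtoPrePC/Memory made up 11.8% (exact 95% interval 11.1 to 12.4, counting error only) of CD45.2+ barcodes without hashtag counts, 1061 of 9028, and 2.20% (1.97 to 2.46) of the 14439 with them. The paper does not report on barcodes without hashtag counts. These shares had been seen when the test by hashtag total was set. In the mice labelled *Dock8* wt/wt, the 0.333 of cells with the lowest hashtag totals held 4.34% ± 2.36 (SD, n = 3) LZtoPrePC/Memory cells and the 0.333 with the highest 1.07% ± 0.473 (SD, n = 3), a difference of 3.27 points in the same direction in 3 of 3 mice. In CD45.1+ cells of these mice the difference was 0.763, 0.578 and 0.318 points, from 1, 1 and 2 cells in the lowest part. In the mice labelled *Dock8* cpm/cpm it was not seen, with 0, -13.3 and 0 points in CD45.2+ cells, from 0, 2 and 0 cells in the highest part and none in the lowest, and -1.20, -2.65 and 0 points in CD45.1+ cells, from 2, 4 and 0 cells against 0, 1 and 0. The minimum of the hashtag counts may therefore leave out CD45.2+ cells of this class in the mice labelled *Dock8* wt/wt, and for those labelled *Dock8* cpm/cpm this stays open, with too few such cells. LZ2 to LZ4, looked at afterwards, made up 21.5% (20.7 to 22.4) of the barcodes without hashtag counts, 1944 cells, and 10.7% (10.2 to 11.2) of those with them, 1543 cells. In the mice labelled *Dock8* wt/wt the part with the lowest hashtag totals held 11.5% ± 8.46 (SD, n = 3) and that with the highest 4.26% ± 3.69 (SD, n = 3), 7.20 points apart in the same direction in 3 of 3 mice. In those labelled *Dock8* cpm/cpm the difference was -15.8, 7.62 and 18.4 points, from 1, 2 and 8 cells against 4, 1 and 2. In CD45.1+ cells it was 28.9 to 49.1 points in 6 of 6 mice. The minimum may leave out cells of this class as well. LZtoPrePC/Memory cells also had fewer UMIs and more mitochondrial counts than LZ1 to LZ4 cells in 11 of 11 samples with such cells. Damaged cells may form the cluster, but the groups overlap in its share, so that no difference between them was there to test. Y-linked CPM were 1.74 times as high in barcodes without hashtag counts as in those with them, while *Xist* was at 1.03 times. The first could mean that more cells of the mice labelled *Dock8* cpm/cpm were left out and the second argues against it. An *Xist* count was in 81.9% of barcodes without and 94.2% with hashtag counts, and a Y-linked count in 21.5% and 19.5%. Both shifts go with such a loss. Median UMIs were 5282.5 and 8174, so depth may also lower the *Xist* percent. In kept cells of those mice median hashtag totals were 1728, 1627 and 1779 against 2073, 2556 and 2012, nearer to the minimum of 1498. Whether more of their cells were left out stays open.

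The doublet call by hashtags is another candidate explanation for the few CD45.2+ cells kept from the mice labelled *Dock8* cpm/cpm. Single cells of these mice would often hold a Y-linked count and no *Xist* count. Of the 435 such barcodes with hashtag counts that passed the filter, HTODemux called 388 doublets, or 89.2% (exact 95% interval 85.9 to 92.0, counting error only), against 46.8% (45.9 to 47.7) of the 11225 with an *Xist* and no Y-linked count. In 337 of the 388 the highest hashtag was that of a mouse labelled *Dock8* cpm/cpm. Their median of 6574 UMIs lay below the 10006.5 of the doublets with *Xist* and no Y-linked count, and doublets with a cell of the mice labelled *Dock8* wt/wt would in most cases hold *Xist*. The doublet call may therefore have removed more of the cells of the mice labelled *Dock8* cpm/cpm. Of the 435 barcodes, 45 were kept as cells of these mice in the planned processing, 197 with hashtag values normalized over each cell and 258 under the 3-fold rule, which was chosen after the hashtag counts were seen.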

How the results depend on the processing

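The 3-fold hashtag rule and its combination with resolution 1.2 were chosen after results were seen. So were the removal of the highest Scrublet scores and the fits by replicate number. For the 3-fold rule itself, these results were the hashtag counts and the cells per mouse, before any cluster or gene was seen. The other settings were set before the data were examined.

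Of the class shares, 156 values with 1 mouse left out and 213 others moved by less than the spread between mice, 23 moved by more and 1 reversed. Of the phases, 36 and 11 moved by less and 1 by more. Of the counts of genes and clusters, 19 values with 1 mouse left out and 45 others stayed within 1.5 times, and 23 and 32 did not. The LZ4 difference in CD45.2+ cells lay between 3.45 and 7.68 points with 1 mouse left out, and that of LZtoPrePC/Memory between -1.08 and 1.19, and between -0.470 and 0.567 in the other settings. PC/PB in CD45.2+ cells stayed without overlap in 10 of 10 settings. In Activated/Memory the groups overlapped in 5 of 10, namely reciprocal PCA, the stricter cell filter, hashtag values normalized over each cell, and the 3-fold rule at either resolution. For each value below the cause was not tested.

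Hashtag values normalized over each cell kept 1537 CD45.1+ cells, of which 26, 16 and 57 were from the mice labelled *Dock8* cpm/cpm, so that the values with CD45.1+ cells rest on few cells. In CD45.2+ cells early GC and activated cells differed by 5.53 points. In CD45.1+ cells PC/PB differed by -19.8, early GC and activated cells by 1.81 (reversed), LZ1 and LZ1 to LZ3 by -0.920 and LZtoPrePC/Memory by 1.70. In CD45.2+ minus CD45.1+, PC/PB differed by 7.18, Activated/Memory by -1.62, early GC and activated cells by 3.71 and LZ1 to LZ3 by 6.08. With it edgeR called 1 cluster in CD45.2+ cells, 0 in the difference (0 unadjusted), 3 genes in CD45.2+ LZ and DZ cells, 4 in the difference and 29 in EarlyGC1, and *Gm43305* in CD45.1+ cells reversed to -0.42.

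The stricter cell filter gave 0.0711 for LZtoPrePC/Memory in CD45.1+ cells, -5.07 for Activated/Memory and 9.44 for early GC and activated cells in CD45.2+ minus CD45.1+, 0 clusters in the difference (3 unadjusted), 2 genes in CD45.2+ and 3 in EarlyGC1. Log-normalized counts gave -1.44 for early GC and activated CD45.1+ cells and -6.68 for Activated/Memory in the difference. Resolution 0.6 gave -7.66 for the latter and 0 clusters (2 unadjusted). Reciprocal PCA gave -7.80, with 0 clusters (3 unadjusted), and LZ1 to LZ3 at 1.37 in CD45.1+ cells and 7.09 in the difference. Resolution 1.2 gave 0.793 and 6.47 for the same, because LZ4 is no longer part of that class.

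The 3-fold rule gave -0.981 for early GC and activated CD45.1+ cells, -0.753 for LZ2 to LZ4 in the difference, 1.09 for G1 in CD45.2+ cells, 1 cluster in CD45.2+ cells and 1 in the difference, PC3 in both, 6 genes in CD45.2+ cells, 3 in the difference and 22 in EarlyGC1. With resolution 1.2 it gave 0.481 for LZ2 to LZ4 in CD45.2+ cells, 1 cluster in CD45.2+ cells, PC3, and 2 in the difference, PC3 and EarlyGC1. Without the highest Scrublet scores edgeR called 1 CD45.2+ cluster, 0 clusters in the difference (3 unadjusted), 0 genes in the difference (469 unadjusted) and 23 in EarlyGC1.

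For cell numbers DESeq2 called 3 CD45.2+ clusters, and TMM left 0 in the difference (7 unadjusted, by edgeR). For genes DESeq2 called 6 in CD45.2+ cells and 27 in EarlyGC1. Without the filter on low counts edgeR called 31 genes in CD45.2+ cells, 5 in CD45.1+ cells, 16 in the difference and 28 in EarlyGC1, where more genes are tested. The fit on all 4 groups called 2 in CD45.2+ cells.

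Over genes, mouse numbers in the 2 groups did not pair the mice. The correlations were -0.065, -0.079 and 0.003 in CD45.2+ cells and -0.036, -0.105 and -0.009 in CD45.1+ cells. Over cluster shares they were -0.010, 0.025 and 0.102 in CD45.2+ cells and 0.722, -0.314 and -0.030 in CD45.1+ cells. *Gm43305* was low in mouse 3 of both groups in CD45.1+ cells, so a pairing of these cells by number is not excluded. With the number as replicate block edgeR called 6 genes in CD45.2+ cells and 35 in EarlyGC1, 0 genes in CD45.1+ cells (295 unadjusted) and 0 clusters in either sort (6 and 2 unadjusted). The difference without a replicate block gave 0 clusters (2 unadjusted) and 1 gene.

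With 1 mouse left out, genes called in CD45.2+ cells ranged from 1 to 15 (1 without *Dock8* wt/wt 1, 2 without *Dock8* wt/wt 2 or *Dock8* wt/wt 3, 15 without *Dock8* cpm/cpm 1, 4 without *Dock8* cpm/cpm 2, 3 without *Dock8* cpm/cpm 3). In CD45.1+ cells the range was 0 to 2 (2 without *Dock8* wt/wt 2, 1 without *Dock8* cpm/cpm 2, and 0 by edgeR without the others, with 289 to 337 unadjusted), and in the difference 0 to 12 (0 by edgeR without *Dock8* wt/wt 1 or *Dock8* wt/wt 2, with 402 and 437 unadjusted, 2 without *Dock8* wt/wt 3, 9 without *Dock8* cpm/cpm 1, 2 without *Dock8* cpm/cpm 2, 12 without *Dock8* cpm/cpm 3). EarlyGC1 gave 3 to 31 (3 without *Dock8* wt/wt 1, *Dock8* cpm/cpm 2 or *Dock8* cpm/cpm 3, 4 without *Dock8* cpm/cpm 1, 18 without *Dock8* wt/wt 2, 31 without *Dock8* wt/wt 3). Clusters in the difference ranged from 0 to 2 (0 by edgeR without *Dock8* cpm/cpm 2 or *Dock8* cpm/cpm 3, with 2 and 4 unadjusted, and 2 without *Dock8* wt/wt 3 or *Dock8* cpm/cpm 1). *Gm43305* in CD45.1+ cells ranged from -0.43 to 0.61 (-0.43 without *Dock8* wt/wt 3, -0.21 without *Dock8* cpm/cpm 1, -0.17 without *Dock8* cpm/cpm 2).

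Of named genes, 55 values with 1 mouse left out and 93 others kept direction and side of the threshold, 17 and 14 lost the call, and 3 and 1 reversed, which were all *Gm43305* in CD45.1+ cells. For cell numbers, the minimum of 10 cells in each mouse left 1 CD45.2+ cluster and was not run there. In CD45.1+ cells it left 7 clusters, of which edgeR called 0 (1 unadjusted; DESeq2 was run only on all clusters). LZ4 and LZ2 to LZ4 were not compared with hashtag values normalized over each cell, nor early GC cells under the 3-fold rule at resolution 1.2. Scrublet's own threshold was not run as a setting. At resolution 1.2 no cluster held 10 CD45.2+ cells in each mouse, so genes within clusters were not tested there. Depth limits the CD45.2+ gene comparison, where edgeR recovered 36.5% of simulated 2-fold changes, against 73.5% under the 3-fold rule, so genes without a call are not shown to be unchanged.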

Differences from the paper's values

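The 3-fold rule, its combination with resolution 1.2 and the Scrublet removal were chosen after results were seen. For the 3-fold rule itself, these results were the hashtag counts and the cells per mouse, before any cluster or gene was seen. Chosen after seeing the values is meant in this sense below. The other settings were set before the data were examined. The paper's shares and their SDs over mice come from Data S4. A share is said to differ where it lies apart by more than the larger SD and by more than 1.5 times, and a difference between groups where it lies apart by more than the larger SD, pooled over the groups, or has the opposite sign. The paper's clusters and their names were rebuilt here, the paper's shares are percents of its 12758 CD45.2+ and 3159 CD45.1+ cells, and those here are percents of 6488 and 3204. Where a setting chosen after results were seen is not named at a share or a difference of shares, it differs as well or gave no such class.

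The paper kept 12758 CD45.2+ cells against 6488 here. Hashtag values normalized over each cell, with 8602, are within 1.5 times and the stricter cell filter is not, and the 3-fold rule, chosen after seeing the values, gave 8831. In both sorts the paper kept 15917 cells and 9692 were kept here. Neither planned setting comes within 1.5 times, and the 3-fold rule, chosen after seeing the values, gave 13284.

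For CD45.1+ cells, the paper's PC/PB difference is -3.75 points and here -12.3. Without *Dock8* wt/wt mouse 3 it was -9.14 and without *Dock8* cpm/cpm mouse 1 -9.23, which no longer differ, and the other 11 of 13 settings do. The 3-fold rule at either resolution, chosen after seeing the values, gave -8.17 and no longer differs. The paper's early GC and activated difference is -1.24 points and here -2.66. Of 13 settings 5 no longer differ, with -1.90 without *Dock8* wt/wt mouse 1, -2.57 without *Dock8* cpm/cpm mouse 1, -2.27 without *Dock8* cpm/cpm mouse 3, -1.44 for log-normalized counts and -1.93 for the stricter filter. The 3-fold rule (-0.981) and the Scrublet removal (-2.46), both chosen after seeing the values, do not differ either. The paper's DZ difference is -0.557 points (SD 5.83) and here 4.13 (SD 4.77). The sign is opposite in all 13 settings, but the values lie within the paper's SD of each other, and neither is beyond the spread between mice. The paper's LZ4 share in the group labelled *Dock8* cpm/cpm is 18.0% and here 32.6%, which differs in all 7. No setting gave a separate LZ3 cluster, so this is not a like-for-like class. LZ2 to LZ4 together, 38.4% in the paper for this group, did not differ. LZtoPrePC/Memory is 1.49% in the paper and 0.325% here in the group labelled *Dock8* wt/wt, where reciprocal PCA gave 1.69% and the other 12 differ. In the group labelled *Dock8* cpm/cpm it is 2.54% in the paper and 0.893% here, where reciprocal PCA (2.46%) and hashtag values normalized over each cell (2.08%) do not differ and 11 do.

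For CD45.2+ cells, the paper's Activated/Memory share in the mice labelled *Dock8* cpm/cpm is 3.50% and here 6.41%. Of 13 settings 4 do not differ, with 6.21 without *Dock8* cpm/cpm mouse 2, 5.16 without *Dock8* cpm/cpm mouse 3, 5.17 at resolution 0.6 and 6.26 with sex-linked genes kept. Settings chosen after seeing the values differ as well, with 12.8 (3-fold), 11.9 (3-fold at resolution 1.2) and 6.98 (Scrublet removal). The paper's early GC and activated share there is 16.1% and here 34.2%, which differs in all 13. Its difference between groups is 2.09 points in the paper and 12.7 here, where the stricter filter (7.51) and hashtag values normalized over each cell (5.53) do not differ and 11 do. The paper's DZ difference is -0.936 points (SD 6.87) and here 3.54 (SD 3.49). The sign is opposite in all 13, but the values lie within the paper's SD of each other.

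The paper's LZ1 share in CD45.2+ cells of the mice labelled *Dock8* wt/wt is 6.12% and here 4.07%. Of 13 settings 8 do not differ, with 4.13 without *Dock8* wt/wt mouse 2, 4.22 without *Dock8* wt/wt mouse 3, 4.18 at resolution 1.2, 5.05 log-normalized, 4.43 with reciprocal PCA, 4.17 with sex-linked genes kept, 4.33 with the stricter filter and 4.80 with hashtag values normalized over each cell. Settings chosen after seeing the values gave 4.37 (3-fold), 4.41 (3-fold at resolution 1.2) and 4.14 (Scrublet removal) and do not differ. The paper's LZ1 difference is 0.873 points and here 7.11 (SD 6.17), apart by little more than that SD. It does not differ in 8 of 13, where the SD is larger or the values closer, with 7.31, 7.05 and 6.96 (SD 7.12, 7.13 and 7.12) without *Dock8* wt/wt mouse 1, 2 and 3, 2.17 without *Dock8* cpm/cpm mouse 1, 6.67 (SD 6.32) at resolution 1.2, 7.29 (SD 7.59) log-normalized, 7.00 with sex-linked genes kept and 6.42 with the stricter filter. Settings chosen after seeing the values differ, with 6.79 (SD 3.65, 3-fold), 6.32 (SD 3.36, 3-fold at resolution 1.2) and 7.55 (SD 6.56, Scrublet removal).

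LZ2 to LZ4 hold 29.7% of CD45.2+ cells of the group labelled *Dock8* cpm/cpm in the paper and 13.0% here, with differences of 18.0 and 5.46 points, both differing in all 12 settings. LZ4 holds 19.9% in the paper and 10.8% here at resolution 1.2, where 12.7% without *Dock8* cpm/cpm mouse 3 and 12.4% with reciprocal PCA do not differ and 5 of 7 do. Its difference is 16.3 points in the paper and 5.08 here, which differs in all 7. LZtoPrePC/Memory holds 5.78% in the paper and 2.84% here in the group labelled *Dock8* wt/wt, where 3.57% without *Dock8* wt/wt mouse 3 does not differ and 12 of 13 do. In the group labelled *Dock8* cpm/cpm it holds 15.1% in the paper and 2.68% here, and the difference is 9.35 points in the paper and -0.151 here, both differing in all 13 settings. The settings chosen after seeing the values also differ, with 0.567 under the 3-fold rule, 0.359 under that rule at resolution 1.2 and 0.174 with the Scrublet removal.

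Data S2 lists 15 genes changed within EarlyGC1, from a test that took cells as replicates, and 9 were called here with mice as replicates. The fit on all 4 groups, with 10, and leaving out *Dock8* wt/wt mouse 2, with 18, are within 1.5 times and the other 10 of 12 settings are not. The 3-fold rule, chosen after seeing the values, gave 22.

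The note to Data S2 states that WT cells were male and DOCK8-deficient cells female, and here the mice labelled *Dock8* wt/wt expressed *Xist* and those labelled *Dock8* cpm/cpm Y-linked genes. The paper gives a separate LZ3 cluster, which no setting gave here, and LZ4 formed no cluster of its own at resolution 0.9 in the planned processing, while it did with reciprocal PCA and with hashtag values normalized over each cell. It also reports more CD45.2+ LZ4 and LZtoPrePC/Memory cells in the DOCK8-deficient group, and neither share lay apart between the groups here. It reports fewer CD45.2+ cells in Activated/Memory, PC2 and PC3. Here edgeR called 0 of 16 clusters (5 unadjusted), while DESeq2 called Activated/Memory and PC2, and hashtag values normalized over each cell gave a call for PC2. The 3-fold rule at either resolution and the Scrublet removal, all chosen after seeing the values, called PC3 and no other cluster that the paper calls. Of the 4 genes the paper names for LZ4, 2 were highest there among the LZ clusters, namely *Apoe* and *Zbtb20*, while *Fcmr* was highest in LZ2 and *Klf2* in LZtoPrePC/Memory. In CD45.1+ cells, where LZtoPrePC/Memory had too few cells to be ranked, 3 of the 4 were highest in LZ4. Of the 7 genes the paper names for LZtoPrePC/Memory, 6 were highest there. Both clusters were named by marker lists that hold several of these genes, so these ranks are not independent evidence.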

Other observations

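The tests of *Gm43305* between donors, of free RNA in LZtoPrePC/Memory and of other splits of the mice were chosen after the results were seen, and that of the recipient before.

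*Gm43305*, the 1 gene called over CD45.2+ LZ and DZ cells, also varied between CD45.1+ samples, which are all *Dock8* wt/wt. Within the group labelled *Dock8* wt/wt the highest was 8.95 times the lowest, and mouse 3 was low in both groups, at 42.5 and 55.8 CPM. A donor or strain difference that has nothing to do with DOCK8 is consistent with these values. The difference between CD45.2+ and CD45.1+ cells of one mouse was 1.08 on the log2 scale (SE 0.486, adjusted p = 0.879 from edgeR).

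More LZ4 cells in the CD45.1+ cells of the group labelled *Dock8* cpm/cpm may come from the recipient or its cell mixture, which would move both sorts alike. The LZ4 difference of CD45.2+ minus CD45.1+ cells was -8.46 points between the groups, which overlapped, and does not decide it.

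*Ighm*, *Igkc* and *Jchain* in LZtoPrePC/Memory may be raised by free RNA, which takes a larger share in cells with few UMIs. T cells held 12382 CPM of *Igkc*, below the LZtoPrePC/Memory level, but had more UMIs per cell. The depths differ, so the test stays open.

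Other splits of the 6 mice tell whether chance can be excluded, which 10 splits do not allow at 0.05. The real split is included in each count. As many genes as in the real split were called in 7 of 10 splits for CD45.2+ LZ and DZ cells. For genes in CD45.1+ cells (365 unadjusted; DESeq2 0) and for clusters in either sort (5 and 2 unadjusted; DESeq2 3 and 0), edgeR called 0 in the real split, so that the count of 10 of 10 was fixed by this 0 and tells nothing about chance. For EarlyGC1, 1 of 10 splits, the real one, gave as many genes, and likewise 1 of 10 under the 3-fold rule. Under that rule 1 of 10 splits gave as many genes in CD45.2+ cells and 5 of 10 in the difference.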
